# Vitamin B12 Protects the Exacerbated Ischemia–Reperfusion Injury-Induced Chronic Kidney Disease in Mice with Genetically Increased Elmo1

**DOI:** 10.3390/antiox14111277

**Published:** 2025-10-24

**Authors:** Jiayi Zhou, Yuye Wang, John Hagaman, Qing Ma, J. Charles Jennette, Meitong Chen, Xianwen Yi, Yukako Kayashima, Nobuyo Maeda-Smithies, Feng Li

**Keywords:** acute kidney injury, chronic kidney disease, Ischemia–reperfusion injury, oxidative stress, ELMO1, vitamin B12

## Abstract

Ischemia–reperfusion injury (IRI) is a leading cause of acute kidney injury (AKI) and a major driver of progression to chronic kidney disease (CKD). Oxidative stress is recognized as a central mediator of this transition. Engulfment and Cell Motility 1 (ELMO1) regulates cytoskeletal remodeling and reactive oxygen species generation through Rac1 activation, but its contribution to CKD progression remains poorly defined. To investigate this, we established a unilateral renal IRI model in wild-type (WT) and *Elmo1*-overexpressing (*Elmo1^H/H^*) mice and evaluated kidney function one and four months post-IRI. Compared with WT, *Elmo1^H/H^* mice developed more severe kidney dysfunction, including an elevated plasma cystatin C and urinary albumin-to-creatinine ratio, reduced estimated glomerular filtration rate (eGFR), and pronounced fibrosis and glomerular injury observed by light and electron microscopy. Molecular analysis confirmed the dysregulation of redox-related pathways by RT-qPCR, with RNA sequencing showing enrichment of oxidative stress signatures. A subset of mice received chronic vitamin B12 (B12) supplementation following IRI to evaluate its therapeutic potential. Vitamin B12 supplementation improved kidney function, reduced fibrosis, preserved glomerular structure, and normalized the expression of antioxidant genes in both groups. These findings identify *Elmo1* as a driver of redox-mediated kidney injury and support vitamin B12 as a promising antioxidant therapy for AKI-to-CKD progression.

## 1. Introduction

CKD affects approximately 14% of adults in the United States and is more prevalent among older adults, women, and non-Hispanic black individuals according to the 2022 Epidemiology Chronic Kidney Disease Report [1]. CKD can progress to end-stage kidney disease (ESKD) and significantly increases the risk of cardiovascular morbidity and mortality [2]. Ischemia–reperfusion injury (IRI) is a common cause of AKI, a major risk factor for CKD, in both clinical and experimental settings [3,4]. The progression from AKI to CKD involves maladaptive repair, including persistent inflammation, tubular atrophy, capillary loss, and fibrosis, altogether leading to irreversible renal failure [5]. No effective therapies exist to prevent or reverse IRI-induced AKI or halt CKD progression [6]. Evidence also shows systemic effects, with contralateral kidney injury driven by circulating inflammatory/oxidative factors, indicating AKI impacts whole-body homeostasis [5,7].

Genetic predispositions, including single nucleotide polymorphisms (SNPs) in genes in oxidative stress regulation and immune signaling, have been linked to modulate susceptibility to AKI and CKD [8]. Notably, SNPs in the *Engulfment and Cell Motility 1* (*ELMO1*) gene have been associated with kidney diseases such as diabetic nephropathy and nephrotic syndrome [9,10]. Our previous work showed that physiological variation in *Elmo1* (20–200%) links diabetic complications via increased reactive oxygen species (ROS) production [11,12]. Elmo1 activates Rac family small GTPase 1 (Rac1) through dedicator of cytokinesis (Dock) proteins, promoting NADPH oxidase-dependent ROS generation. Oxidative stress is a key mediator of IRI-induced kidney injury and AKI-to-CKD progression [13].

In this study, we examined the role of high *Elmo1* expression in kidney damage progression at one month and four months after unilateral IRI, using wild-type (WT) and *Elmo1^H/H^* mice, which express approximately twice the WT level of *Elmo1* mRNA [11]. We showed that *Elmo1* overexpression worsened CKD-like phenotypes in both affected and contralateral kidneys, with altered redox genes, heightened immune response, and increased fibrosis, indicating that overexpressed *Elmo1* amplifies injury beyond the primary site. Because vitamin B12 (cobalamin) has potent antioxidant properties and our prior study demonstrated its protective effects against IRI [14], we tested whether vitamin B12 could execute any beneficial effects on AKI-induced CKD progression in this context. Our findings highlight redox imbalance as a key driver in disease progression and support vitamin B12 as a readily available candidate for therapeutic intervention, particularly during the early transition phase.

## 2. Methods

Mice: The *Elmo1^H/+^* allele originally generated by Hathaway et al. [11] was placed on a C57BL/6J background through a series of backcrossing for more than 21 generations. WT and *Elmo1^H/H^* littermates from *Elmo1^H/+^* pairs in both sexes at the age of 12–16 weeks were housed in standard cages on a 12 h light/dark cycle and were allowed free access to food and water. All experiments were carried out in accordance with the National Institute of Health’s guidelines for the use and care of experimental animals, as approved by the IACUC of the University of North Carolina at Chapel Hill (protocol number #: 25-190).

Renal ischemia/reperfusion (IR) procedure: Mice were anesthetized with 1.5% isoflurane inhalation, and core body temperature was maintained at 37 °C. A midline laparotomy was performed; the left renal pedicle was clamped using microaneurysm clamps for 30 min to induce ischemia. The clamps were then removed to allow reperfusion, and the incision was closed. In sham-operated controls, the renal pedicle was left untouched, but the abdomen remained open for 30 min with exposure of the left renal pedicle as previously described [14].

Vitamin B12 treatment: Mice with IR surgery were randomly enrolled into either vehicle (water) or B12 treatment groups at a dose of 50 mg/L via drinking water immediately after surgery for four months. Rodent chow (Cat# 3002909–203, PicoLab, Fort Worth, TX, USA) contained B12 at 79 μg/kg [14].

Biochemical analysis: One and four months after surgery, spot urine was collected before euthanasia. Blood and tissues were collected after euthanasia. Plasma cystatin C, Endothelin-1 (ET-1), corticosterone, and urinary albumin were measured by ELISA kits. (MSCTC0, DET100, R&D Systems, Inc., Minneapolis, MN, USA; 80556, Crystal Chem, Elk Grove Village, IL, USA; Albuwell M kit #1011, Ethos Biosciences, Logan Township, NJ, USA). Mouse urine creatinine was measured by an enzymatic assay kit (80350, Crystal Chem, Elk Grove Village, IL, USA).

Morphological examination: After perfusion with 0.1% heparin in phosphate-buffered saline (PBS), tissues were fixed with 4% paraformaldehyde. Fixed tissues were embedded in paraffin and sectioned (5 μm), then stained with Masson’s trichrome and hematoxylin and eosin staining (H&E) [15,16]. Semi-quantification of tubular injury was performed by an investigator who was blinded to the experimental groups. Evaluation of tubular loss was adapted from the Interstitial Fibrosis and Tubular Atrophy (IFTA) method from the Banff working classification of renal allograft pathology, but counting the actual number of glomerulus numbers per field [17]. For each kidney section, five fields per slide were captured under a standard field of view using light microscopy (Olympus BX43, Tokyo, Japan). The standardized field size was estimated using scale-calibrated images on imaging software. Images were captured with cellSENS Microscope Imaging Software (version 4.3, Evident Olympus, Tokyo, Japan).

Blood Pressure Measurement: Systolic blood pressure was measured using a non-invasive tail-cuff photoplethysmography machine (Visitech BP-2000) (Visitech Systems Inc. Apex, NC, USA) at one month and four months post-surgery [18].

Transmission Electron Microscopy (TEM): Tissues were collected and fixed in 2% paraformaldehyde/2.5% glutaraldehyde in 0.1 M sodium phosphate buffer, pH 7.4 for 1 h at room temperature and stored at 4 °C until processing. Approximately three sections (2 mm) of cortex were dissected out and were washed with 0.15 M sodium phosphate buffer (pH 7.4) three times for 5 min each, then incubated in 1% osmium tetroxide in 0.1 M sodium phosphate buffer for 1 h at room temperature. Ultrathin sections (80 nm) were cut using a diamond knife on a Leica UCT7 ultramicrotome (Leica Miscrosystems, Wetzlar, Germany) and applied to 200 mesh copper grids. Grids were stained with 4% aqueous uranyl acetate for 12 min followed by Reynold’s lead citrate for 8 min (Reynolds, 1963) [19]. Samples were viewed using a JEOL 1400 Flash transmission electron microscope operating at 80 kV (JEOL USA, Inc., Peabody, MA, USA) and images were acquired with an AMT NanoSprint61 ActiveVu: High Resolution CMOS TEM camera (Advanced Microscopy Techniques, Woburn, MA, USA).

Quantitative Reverse Transcription Polymerase Chain Reaction (qRT-PCR): Total RNA from tissues was extracted using TRIzol^®^ (Invitrogen, ThermoFisher Scientific, Waltham, MA, USA) following the manufacturer’s instructions. mRNA was quantified with TaqMan qRT-PCR (QuantStudio 3 real-time PCR systems, ThermoFisher Scientific, Foster City, CA) by using the one-step qRT-PCR Kit (Bio Rad, Hercules, CA, USA) with *18s* as the reference gene in each reaction. The 2^−ΔΔCt^ method was used for comparing the data. The sequences of primers and probes used are listed in Table S1.

RNA Sequencing: Total kidney RNA was extracted using RNeasy mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol. Library preparation and sequencing were performed by High Throughput Sequencing Facility (HTSF) at UNC-Chapel Hill. Paired-end raw sequences of 100 bp were acquired by NextSeq 2000 (Illumina, San Diego, CA, USA), and subsequent demultiplexing was performed using bclconvert with a 1-mismatch threshold to segregate reads based on indexes. Raw sequencing reads were preprocessed using FASTP to remove adapters and trim poly-G tails. The trimmed reads were then aligned to the Ensemble gene database (release 113) using the SALMON aligner. The gene count matrices were generated and extracted from the SALMON quantification files. The raw counts were then filtered and normalized for the subsequent differential gene expression analysis using relevant Bioconductor packages in R studios (Posit Software, PBC Version 2024.12.1+563).

Statistical analysis: The data are presented as mean ± standard error of the mean (SEM) unless otherwise stated. A multifactorial analysis of variance test was used with the program JMP^®^ Pro 17.2.0 (SAS Institute Inc., Cary, NC, USA). Group differences were analyzed using one-way or two-way analysis of variance (ANOVA). For one-way ANOVA, pairwise comparisons were conducted using Student’s *t*-tests. A *p*-value < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Elmo1^H/H^ Mice Had Severely Compromised Kidney Function than WT Counterparts Four Months After IRI

We evaluated overall renal injury and dysfunction by measuring plasma cystatin C, the urinary albumin-to-creatinine ratio (u-ACR), and estimated glomerular filtration rate (eGFR) as complementary indicators of kidney function [20]. One month after IRI, we observed no significant difference in the kidney functions between *Elmo1^H/H^* and WT groups (Figure 1A,B). Four months after IRI, plasma cystatin C levels increased in WT and *Elmo1^H/H^* mice, to a significantly greater extent in *Elmo1^H/H^* mice (Figure 1C). eGFR decreased in *Elmo1^H/H^* mice (Figure 1D) while these mice had higher u-ACR (Figure 1E). Kidney injury molecule 1 (Kim1) is a transmembrane damage marker associated with inflammation and fibrosis [21,22]. It is encoded by *Kim1* gene, and its expression was more than twice as high as the expression in contralateral kidneys of *Elmo1^H/H^* mice compared with WT (Figure 1F), demonstrating that increased *Elmo1* accelerates IRI-induced renal damage and dysfunction in mice during the CKD progression.

As kidneys regulate hormones and electrolytes [23], we observed an earlier and greater rise in systolic blood pressure (SBP) in *Elmo1^H/H^* mice after one month IRI and remained elevated throughout, while WT showed a later rise; by four months both groups exceeded sham controls and *Elmo1^H/H^* mice still had higher SBP than WT counterparts (Figure 1G). *Elmo1^H/H^* mice had a 2x higher mRNA level of *Elmo1* compared with WT as expected (Figure 1H). Endothelin 1 (ET-1) plays an important role in AKI-CKD progression [24]. IRI mice in both groups had higher plasma ET-1 than their sham counterparts and surprisingly, *Elmo1^H/H^* mice at four months had significantly lower ET-1 than in WT after IRI, (Figure S1A). Plasma corticosterone levels did not show a statistic difference among the four groups of mice (Figure S1B).

Four months after IRI, both WT and *Elmo1^H/H^* mice showed a loss of renal mass in the IRI kidney, with greater atrophy in *Elmo1^H/H^* (Figure 1I). About 25% of *Elmo1^H/H^* IRI kidneys appeared pale, suggesting poor circulation and/or fibrosis [25]. Contralateral kidneys remained at approximately 1% of body weight and showed compensatory enlargement (Figure 1J). When evaluating the relationship between contralateral kidney size and affected kidney size, we noticed that sham mice showed little variation between the two kidneys (Figure S2A). Compensatory growth of the contralateral kidneys post-IRI appeared to be limited in the WT mice and two thirds of the *Elmo1^H/H^* mice (Figure S2B). Three out of 14 *Elmo1^H/H^* mice had further growth compensation of the contralateral kidneys. The affected kidneys of those mice had severe atrophy (0.2% of body weight). These findings indicate that *Elmo1* overexpression worsens injury while enhancing compensatory remodeling of the uninjured kidney.

There was no difference between WT and *Elmo1^H/H^* mice who underwent sham surgery (Figure 1).

### 3.2. Elmo1^H/H^ Mice Had More Severe CKD-like Morphological Changes, Especially in the Affected Kidneys

Next, we evaluated the histological changes in kidneys at four months after surgery. Under light microscopy, there were no remarkable changes at one month after surgery (Figure S3). After four months, the evaluation of fibrosis by Masson’s trichrome staining showed that *Elmo1^H/H^* mice had more severe tubulointerstitial fibrosis and glomerulosclerosis in both IRI and contralateral kidneys than WT counterparts (Figure 2A) [26]. Tubular atrophy and loss were seen in affected kidneys in *Elmo1^H/H^* mice, as evidenced by clusters of glomeruli, reflected in a higher glomerular number per field (Figure 2A,B). Transmission electron microscopy (TEM) examination in the affected kidneys showed loss of endothelial fenestration, podocyte foot effacement, and loss of slits in glomeruli, which were not present in WT counterparts [27,28] (Figure 2C). Sham kidneys did not show any obvious abnormalities in WT and *Elmo1^H/H^* mice under light microscope and TEM (Figure 2A,C).

### 3.3. Elmo1^H/H^ Mouse Kidneys Showed Redox Imbalance Four Months After IR Surgery

To investigate the molecular basis of kidney function four months after IRI, we analyzed RNA expression patterns by RNA sequencing (RNA-Seq). We used six WT and five *Elmo1^H/H^*-affected kidneys. 

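RNA of the affected kidneys, taken 4 months after 30 min of ischemia and reperfusion, was sequenced as 100 bp read pairs, and the deposited labels give 6 libraries as WT and 5 as *Elmo1 H/H*. *Elmo1 H/H* mice are homozygous for an allele that raises the expression of *Elmo1*. The authors trimmed the reads with fastp, quantified transcripts with salmon against Ensembl release 113, and deposited gene counts that had been filtered and normalized between libraries, on a linear scale. The values cover 24020 genes. The normalized counts of a library summed to between 76708626 and 109976901 (median 102392448) for the libraries labelled WT and to between 76901366 and 122756032 (median 79466060) for those labelled *Elmo1 H/H*. With the most frequent small value of a library taken as the value of 1 read pair, the depth was roughly 56800000 to 121100000 assigned read pairs. Only 7.9% to 26.3% of the small values were whole multiples of that value, so read counts could not be recovered and this depth is approximate. Here, log2(value + 1) of the 17500 genes with a mean of at least 10 normalized counts was compared between genotypes with limma (empirical Bayes with a mean-variance trend, two-sided, Benjamini-Hochberg adjustment over all tested genes). The added 1 makes the fold changes of genes with low values too small.

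*Elmo1* was read first in every library as a check of the labels. It lies on chromosome 13 of GRCm38 from 20090596 to 20608353, an older build than that of the release the authors used. In the libraries labelled WT replicates 1 to 6 it was 735, 739, 576, 743, 3271 and 829.1 normalized counts, and in those labelled *Elmo1 H/H* replicates 1 to 5 it was 1134, 534, 2473, 2486 and 3559. The library labelled *Elmo1 H/H* replicate 2 was therefore below all 6 libraries labelled WT, and the library labelled WT replicate 5 was above 4 of the 5 labelled *Elmo1 H/H*. In the heat maps of Fig. 3A, S4A, S5A, S6A and S6B, the colours of the columns match the deposited values, and these 2 libraries stand under the bracket of the other genotype. Results are given for the groups as labelled, and then for the groups of the heat maps (the heat-map grouping) and for the 9 libraries that the labels and the heat maps place in the same genotype (5 WT and 4 *Elmo1 H/H*). The last 2 groupings were chosen after the values were seen, and which assignment is right was not settled here.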

The samples were selected as their affected kidney weight relative to their contralateral kidney weight fell within the average range (0.62 ± 0.057% in 20 WT, 0.44 ± 0.062% in 17 Elmo1H/H). 

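As labelled, *Elmo1* was 1149 ± 1043 (SD, n = 6) normalized counts in WT and 2037 ± 1202 (SD, n = 5) in *Elmo1 H/H*, a log2 fold change of 0.86 (standard error 0.54, limma adjusted p = 0.568). An exact two-sided permutation test over the 462 splits of the libraries gave p = 0.171, where the smallest possible p is 0.00216. Grouped as in the heat maps, it was 693 ± 113 (SD, n = 6) and 2585 ± 942 (SD, n = 5), a log2 fold change of 1.81 (standard error 0.25, limma adjusted p = 0.000728), and every *Elmo1 H/H* library was above every WT library. For the 9 libraries it was 1.63 (standard error 0.28, limma adjusted p = 0.00625). Leukocytes express *Elmo1*, and 9 genes expressed throughout the leukocyte lineage had a median log2 fold change of 2.24 in the heat-map grouping. That list was written after the values were seen. The separation of *Elmo1* in that grouping therefore does not by itself mark the genotype. As labelled, 0 genes had an adjusted p under 0.05, while 1300 had an unadjusted p under 0.05, a number that ran from 371 (without the library labelled *Elmo1 H/H* replicate 3) to 5625 (without *Elmo1 H/H* replicate 2) with 1 library left out, and was 4244 without WT replicate 5. In the heat-map grouping 9600 genes passed, 4709 higher and 4891 lower in *Elmo1 H/H*. The 9 libraries gave 7875, of which 7738 were among those 9600 with the same direction. Of the alternatives set for the labelled groups, the library weights of limma moved the count most, to 9508 genes, and gave the lowest weights to the same 2 libraries (0.129 for the library labelled *Elmo1 H/H* replicate 2 and 0.217 for that labelled WT replicate 5). Such weights are estimated from the same values and fall for libraries far from their group, so this count is no independent check.

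**Figure D1:**
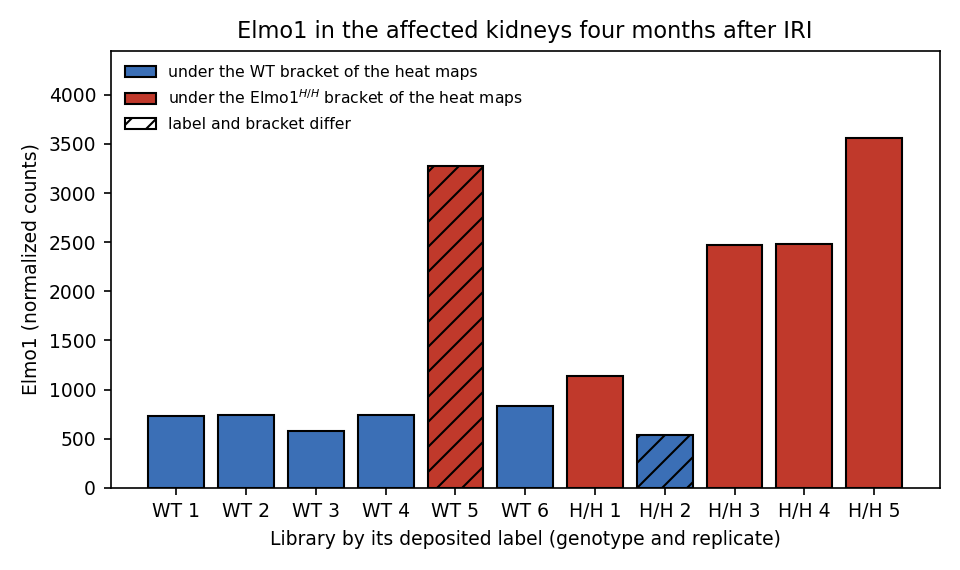
Normalized counts of *Elmo1* in each of the 11 affected kidneys, as bars ordered by deposited label, coloured by the bracket of the heat maps and hatched where the label gives the other genotype. The hatched bars are the library labelled *Elmo1 H/H* replicate 2, at 534, and the library labelled WT replicate 5, at 3271.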

ROS plays an important role in CKD progression and severity [29], and Elmo1 overexpression is linked to increased ROS in diabetic cardiomyocytes [12]. Therefore, we assessed the expression of genes related to the redox system four months after surgery. 

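Catalase (*Cat*) was 108100 ± 30017 (SD, n = 6) normalized counts in the libraries labelled WT and 75165 ± 40237 (SD, n = 5) in those labelled *Elmo1 H/H*, a log2 fold change of -0.61 (standard error 0.35, limma adjusted p = 0.564). By the heat-map brackets, it was 122560 ± 13813 (SD, n = 6) and 57813 ± 19699 (SD, n = 5) (log2 fold change -1.13, standard error 0.19, limma adjusted p = 0.000830), and the groups did not overlap. Glutathione peroxidase 1 (*Gpx1*) fell by 0.40 on the log2 scale as labelled (limma adjusted p = 0.667) and by 1.20 in the heat-map grouping (limma adjusted p = 0.00102). The extracellular peroxidase *Gpx3* fell by 0.59 on the log2 scale as labelled (limma adjusted p = 0.697) and by 1.27 in the heat-map grouping (limma adjusted p = 0.0120), but missed the threshold over the 9 libraries (log2 fold change -1.14, limma adjusted p = 0.0935). *Cybb*, which encodes the catalytic subunit Nox2 of the phagocyte NADPH oxidase, was 3851 ± 4162 (SD, n = 6) and 7166 ± 4685 (SD, n = 5) as labelled (log2 fold change 1.03, standard error 0.58, limma adjusted p = 0.564). It was 2149 ± 377 (SD, n = 6) and 9208 ± 4116 (SD, n = 5) in the heat-map grouping (log2 fold change 1.96, standard error 0.30, limma adjusted p = 0.000790). *Ucp2*, a carrier of the inner mitochondrial membrane, had a log2 fold change of 0.73 as labelled and 1.27 in the heat-map grouping (limma adjusted p = 0.564 and 0.000728). Cyclooxygenase 2 (*Ptgs2*) was low, with means of 47.6 and 97.3 normalized counts as labelled (log2 fold change 1.11, limma adjusted p = 0.564), and passed in the heat-map grouping (log2 fold change 1.26, limma adjusted p = 0.0408) but not over the 9 libraries (limma adjusted p = 0.0580, or 0.0332 adjusted over the list alone). Of the 11 fits of the heat-map grouping that each left out 1 library, it passed in 4. As labelled, single libraries moved the peroxidase genes: *Gpx1* ran from -0.77 (without *Elmo1 H/H* replicate 2) to -0.24 (without *Elmo1 H/H* replicate 5) and *Gpx3* from -0.90 (without *Elmo1 H/H* replicate 2) to -0.38 (without *Elmo1 H/H* replicate 5).

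Of the 17 genes of Fig. 3A, 0 passed as labelled, over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. Under the heat-map grouping 15 passed, 4 higher and 11 lower in *Elmo1 H/H*, and adjusted over the list alone the number was also 15. That count cannot be taken as independent evidence. The list is that of a heat map of these samples, and the paper does not say how its genes were selected. The 9 libraries gave 13. With library weights 16 passed as labelled, the largest move among the alternatives set for this list. The 11 antioxidant genes of the panel were all lower in *Elmo1 H/H* under each grouping, apart from 1 that was higher as labelled after quantile normalization, with log2 fold changes from -0.70 to -0.086 as labelled and from -1.27 to -0.49 in the heat-map grouping. Under the latter, 10 of the 11 did not overlap between the groups, where chance gives 0.433% of genes, but so did 4727 of all 17500 tested genes. The 18 markers of proximal tubule cells, none of them in this panel, had a median log2 fold change of -1.18 in that comparison (-0.53 after quantile normalization), and the 11 macrophage markers one of 1.86.

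**Figure D2:**
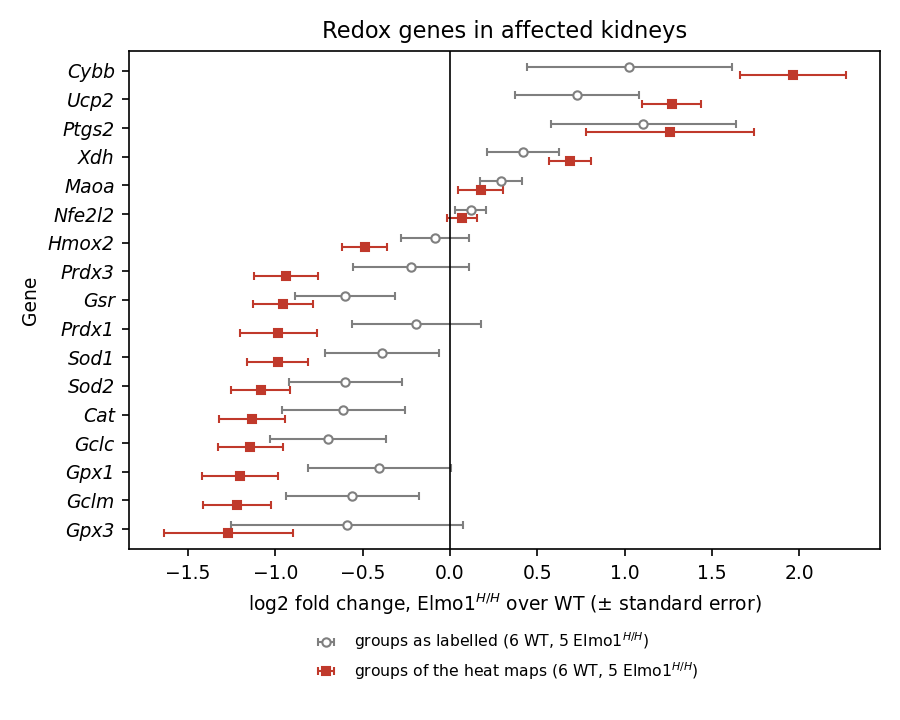
Log2 fold change (*Elmo1 H/H* over WT) of each gene of Fig. 3A with its standard error, as labelled (grey circles) and in the heat-map grouping (red squares). The antioxidant genes lie left of 0 in both, and *Cybb* lies farthest right in the heat-map grouping.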

RNA-seq analysis of affected kidneys revealed a significant disruption of redox balance between WT and *Elmo1^H/H^* groups, with *Elmo1^H/H^* mice showing impaired antioxidant responses (*Gpx1*, *Gpx3*, *Cat*) and an upregulation of pro-oxidant genes (*Ptgs2*, *Cybb*, *Ucp2*) in *Elmo1^H/H^* kidneys, potentially contributing to tissue injury and fibrogenesis as shown under histological examination (Figure 3A).

Superoxide dismutase 1 (Sod1) is a key cytosolic enzyme encoded by *Sod1* that converts superoxide radicals into hydrogen peroxide. Its gene expression was markedly reduced in contralateral kidneys from *Elmo1^H/H^* mice with IRI compared to WT counterparts (Figure 3B), while no differences in *Sod2* or *Sod3* were observed (Figure 3C,D). *Glutathione peroxidase 1* (*Gpx1*), an essential antioxidant enzyme that detoxifies hydrogen peroxide to water, was also downregulated in *Elmo1^H/H^* mice with IRI (Figure 3E). *NADPH oxidase 2* (*Nox2*), a major pro-oxidant gene, increased ~2.5-fold (Figure 3F), indicating redox imbalance in the contralateral kidney, and confirmed *Elmo1*′s role in enhancing ROS production.

Among all cellular defense pathways, *Nrf2* works by binding antioxidant response elements (AREs) in DNA, which activates many genes involved in antioxidant defense [29]. In the *Elmo1^H/H^* mice, *Nrf2* did not exhibit significant change compared to the WT counterparts (Figure 3G), which indicate the global antioxidant effects might go through other defense mechanisms. On the ischemic side, *Nfe2l2*, which encodes the transcription factor of Nrf2, showed a mixed pattern between both genotypes (Figure 3A).

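*Nfe2l2* was 7209 ± 505 (SD, n = 6) normalized counts in the libraries labelled WT and 7837 ± 653 (SD, n = 5) in those labelled *Elmo1 H/H*, a log2 fold change of 0.12 (standard error 0.089, limma adjusted p = 0.584; exact two-sided permutation p = 0.0974). Grouped as in the heat maps, the log2 fold change was 0.071 (limma adjusted p = 0.503) and over the 9 libraries 0.11 (limma adjusted p = 0.333), and the genotypes overlapped under each grouping. As labelled it was 0.078 without the library labelled *Elmo1 H/H* replicate 3. The difference depended on the scaling between libraries: in the heat-map grouping it was 0.32 after quantile normalization (limma adjusted p = 0.0135) and -0.0089 with each library centred on its median (limma adjusted p = 0.933). The 13 target genes of Nrf2 that were examined, *Gclc* and *Gclm* of Fig. 3A among them, had a median log2 fold change of -0.38 as labelled, from -0.57 (without *Elmo1 H/H* replicate 2) to -0.21 (without WT replicate 4) with 1 library left out, with 0 past the threshold and 1 with an unadjusted p under 0.05, and of -0.70 in the heat-map grouping, where 10 passed, 9 of them lower in *Elmo1 H/H*. Over the 9 libraries 7 passed, and in the heat-map grouping after quantile normalization 5 passed, with a median of -0.39.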

Because oxidative stress is a key driver of tissue remodeling and chronic progression in kidney injuries [30,31], we next examined whether redox imbalance in *Elmo1^H/H^* mice was accompanied by changes in fibrotic and inflammatory pathways. 

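The gene of transforming growth factor beta 1 (*Tgfb1*) was 2635 ± 1266 (SD, n = 6) normalized counts in the libraries labelled WT and 3674 ± 1541 (SD, n = 5) in those labelled *Elmo1 H/H*, a log2 fold change of 0.47 (standard error 0.34, limma adjusted p = 0.582). In the heat-map grouping it was 2066 ± 378 (SD, n = 6) and 4357 ± 1165 (SD, n = 5), a log2 fold change of 1.05 (standard error 0.20, limma adjusted p = 0.00123). The fibrillar collagen gene *Col1a1* rose by 0.60 on the log2 scale as labelled (limma adjusted p = 0.717) and by 1.95 in the heat-map grouping (limma adjusted p = 0.00411). As labelled, *Tgfb1* ran from 0.29 (without *Elmo1 H/H* replicate 5) to 0.71 (without *Elmo1 H/H* replicate 2) and *Col1a1* from 0.24 (without *Elmo1 H/H* replicate 4) to 1.21 (without *Elmo1 H/H* replicate 2) across the fits that each left out 1 library. The intermediate filament gene *Vim* rose by 0.95 and 1.85 under the same groupings (limma adjusted p = 0.566 and 0.000815). Fibronectin (*Fn1*) rose by 0.27 as labelled (limma adjusted p = 0.808), a difference that was -0.013 without the library labelled *Elmo1 H/H* replicate 4. It rose by 1.14 in the heat-map grouping (limma adjusted p = 0.0109) and missed the threshold over the 9 libraries (limma adjusted p = 0.0558), unless adjusted over the list alone (adjusted p = 0.0285).

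*Col4a1*, a basement membrane collagen gene that is not among the genes of Fig. S4A, lies on chromosome 8 of GRCm38 from 11198423 to 11312826. It was 37868 ± 3533 (SD, n = 6) normalized counts in WT and 35421 ± 9618 (SD, n = 5) in *Elmo1 H/H* as labelled (log2 fold change -0.13, limma adjusted p = 0.739; exact two-sided permutation p = 0.450), from -0.27 (without *Elmo1 H/H* replicate 4) to -0.013 (without *Elmo1 H/H* replicate 2) with 1 library left out. By the heat-map brackets, the log2 fold change was 0.13 (standard error 0.16, limma adjusted p = 0.509) and over the 9 libraries 0.0070 (limma adjusted p = 0.975). Of all settings tried, only quantile normalization in the heat-map grouping put it past the threshold, at 0.68 (limma adjusted p = 0.0139). Of the 22 genes of Fig. S4A, 0 passed as labelled, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05, although 21 were higher in *Elmo1 H/H*. Under the heat-map grouping all 22 were higher, 19 passed, and 20 passed adjusted over the list alone. This list too is that of a heat map of these samples, so the count cannot be taken as independent evidence. The 3 that did not pass over all genes were *Spp1*, *Pdgfb* and *Itgb1*. In the 9 libraries 18 passed. Fibroblast markers (9 genes, of which *Col1a1*, *Col3a1* and *Pdgfra* are also in Fig. S4A) had a median log2 fold change of 1.82 in the heat-map grouping.

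**Figure D3:**
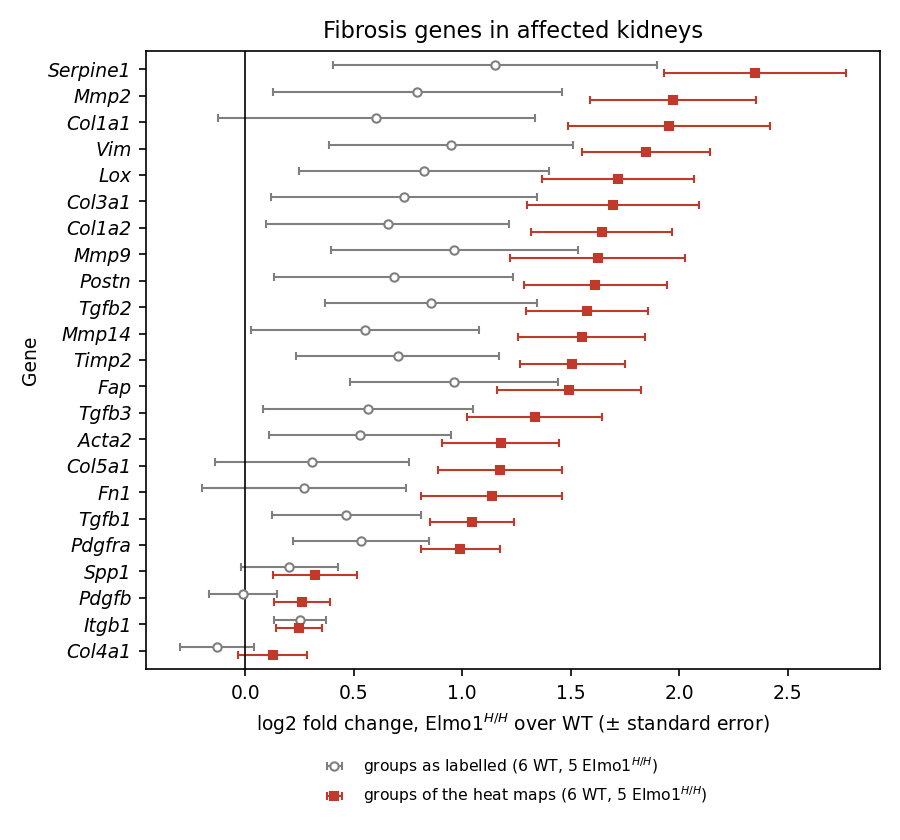
Log2 fold change (*Elmo1 H/H* over WT) with standard error of the 22 genes of Fig. S4A and of *Col4a1*, as labelled (grey circles) and in the heat-map grouping (red squares). Grouped as in the heat maps, *Col4a1*, at 0.13, lies nearest 0.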

Heatmaps showed a consistent trend of upregulated gene profiles in *Elmo1^H/H^* mice, with an increased expression of *Tgf-β*, *Col1a1*, *Col4a1*, *Fn1*, and *Vim*, consistent with extracellular matrix deposition [32], tubular dedifferentiation, and maladaptive remodeling (Figure S4). Fibrosis- and inflammation-related gene expressions in contralateral kidneys largely mirrored changes in IRI kidneys, indicating a systemic response. Although many changes were not statistically significant, the pattern suggests that fibrosis extends beyond the injured kidney. 

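Fig. S5A shows 28 inflammatory genes of the affected kidneys, of which 26 reached the minimum mean. *Il6* was between 0 and 10.4 normalized counts in the 11 libraries, under the minimum mean of 10, so no fold change is given for it. *Tnf* was 106 ± 106 (SD, n = 6) normalized counts in the libraries labelled WT and 252 ± 159 (SD, n = 5) in those labelled *Elmo1 H/H* (log2 fold change 1.29, standard error 0.72, limma adjusted p = 0.564). In the heat-map grouping it was 59.4 ± 32.0 (SD, n = 6) and 308 ± 102 (SD, n = 5) (log2 fold change 2.44, standard error 0.36, limma adjusted p = 0.000756). The receptor gene *Tlr4* was 954 ± 371 (SD, n = 6) and 1611 ± 713 (SD, n = 5) as labelled, a rise of 0.70 on the log2 scale (limma adjusted p = 0.564). Its log2 fold change was 1.04 in the heat-map grouping (limma adjusted p = 0.00270) and 1.06 over the 9 libraries (limma adjusted p = 0.0122). The chemokine gene *Ccl2* rose by 0.39 as labelled and by 1.14 in the heat-map grouping, past the threshold over all genes in neither (limma adjusted p = 0.785 and 0.0717). It passed in the heat-map grouping when adjusted over the list alone (adjusted p = 0.0460, limma) and in 3 of the 11 fits that each left out 1 library (1.58 without the library labelled *Elmo1 H/H* replicate 1, limma adjusted p = 0.00659). As labelled it ran from 0.11 (without *Elmo1 H/H* replicate 4) to 0.78 (without *Elmo1 H/H* replicate 2). *Cxcl1* changed by 0.38 and 0.42 (limma adjusted p = 0.677 and 0.374), less than its spread between replicates, and by -0.19 in the heat-map grouping after quantile normalization (limma adjusted p = 0.681). As labelled it ran from 0.17 (without WT replicate 1) to 0.61 (without *Elmo1 H/H* replicate 1).

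As labelled, 0 of the 26 genes passed, over all genes or adjusted over the list alone, 3 had an unadjusted p under 0.05, and all 26 were higher in *Elmo1 H/H* (24 after quantile normalization), from 0.12 to 2.31 on the log2 scale. By the heat-map brackets, all 26 were higher (23 after quantile normalization), 21 passed, and 24 adjusted over the list alone. Again the list is that of a heat map of these samples, and the count cannot be taken as independent evidence. Over the 9 libraries 18 passed. The 11 macrophage markers, none of them in Fig. S5A, were all past the threshold in the heat-map grouping, and 9 other genes expressed throughout the leukocyte lineage, a list written after the values were seen, had a median log2 fold change of 2.24.

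**Figure D4:**
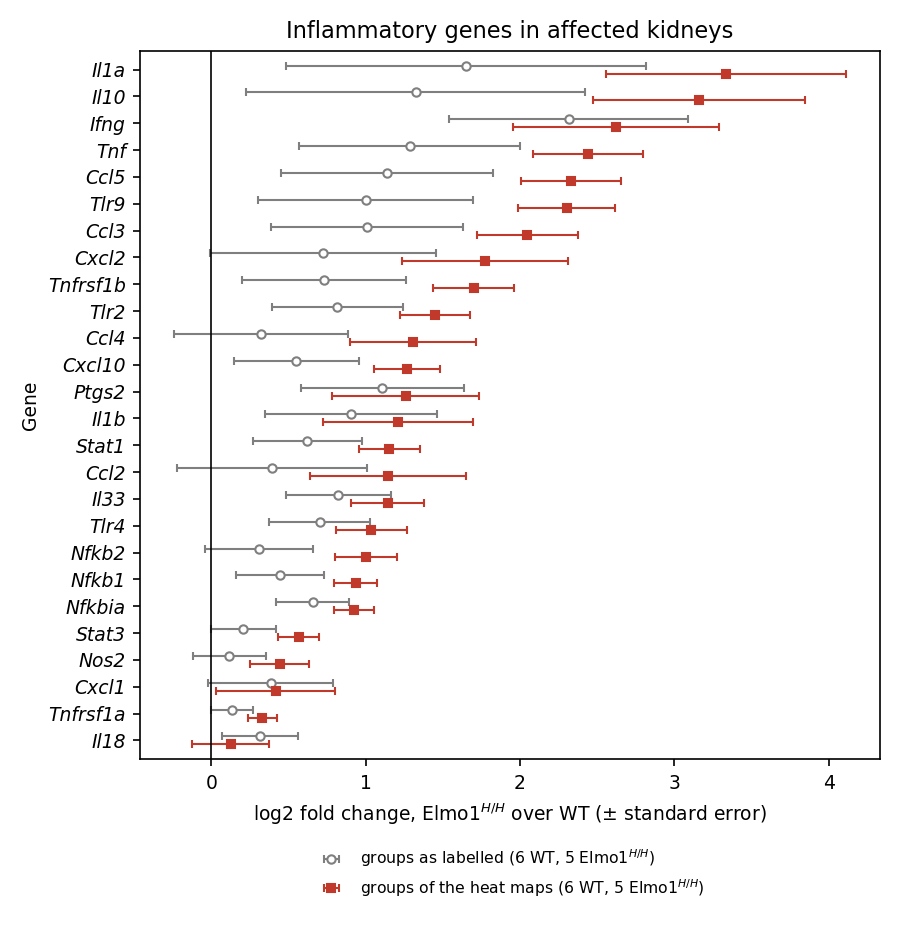
Log2 fold change (*Elmo1 H/H* over WT) with standard error of the 26 tested genes of Fig. S5A, as labelled (grey circles) and in the heat-map grouping (red squares). Every gene lies right of 0 in both, which after quantile normalization holds for 24 and 23 of them.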

Inflammatory genes displayed a similar trend, with *Il6* and *Tnfα* elevated, *Tlr4* suppressed [33], and acute chemokines *Ccl2* and *Cxcl1* reduced, consistent with the chronic-phase suppression of immune trafficking [34] (Figure S5).

Furthermore, we examined transcriptional changes related to DNA damage, as excessive ROS can induce both genomic and mitochondrial injury [35,36]. 

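DNA ligase 1 (*Lig1*) was 690 ± 343 (SD, n = 6) normalized counts in the libraries labelled WT and 1007 ± 376 (SD, n = 5) in those labelled *Elmo1 H/H* (log2 fold change 0.56, standard error 0.34, limma adjusted p = 0.567). Under the heat-map grouping it was 539 ± 108 (SD, n = 6) and 1189 ± 233 (SD, n = 5) (log2 fold change 1.14, standard error 0.17, limma adjusted p = 0.000768). *Brca1* rose by 0.81 on the log2 scale as labelled (limma adjusted p = 0.564) and by 1.46 in the heat-map grouping (limma adjusted p = 0.000790). The checkpoint kinase gene *Chek1* rose by 0.32 as labelled (limma adjusted p = 0.832), a difference that was -0.043 without the library labelled *Elmo1 H/H* replicate 5. It rose by 1.45 in the heat-map grouping (limma adjusted p = 0.0174) and by 1.09 over the 9 libraries, where it missed the threshold (limma adjusted p = 0.0900). Of the 19 genes of Fig. S6A, 0 passed as labelled, over all genes or adjusted over the list alone, and 3 had an unadjusted p under 0.05. Grouped as in the heat maps, 7 passed, all higher in *Elmo1 H/H*, *Lig1*, *Brca1* and *Chek1* among them. Adjusted over the list alone the number was also 7, and over the 9 libraries 6 passed. This list is that of a heat map of the same samples, so the count over the list cannot be taken as independent evidence. The other 12 genes lay between -0.27 and 0.37, *Pcna*, *Parp1*, *Chek2* and *Brca2* among them. The 12 cell cycle genes examined beside them, such as *Mki67* and *Top2a*, had a median log2 fold change of 0.68 as labelled and 1.38 in the heat-map grouping, where all 12 passed (9 after quantile normalization, with a median of 0.89). As labelled their median ran from 0.38 (without *Elmo1 H/H* replicate 5) to 1.02 (without WT replicate 5).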

In ischemic kidneys from both genotypes, *Elmo1^H/H^* mice showed marked upregulation of *Lig1*, *Brca1*, and *Chek1*, indicating enhanced DNA repair activity and damage response, consistent with more severe cellular injury (Figure S6A). We also observed that all the genes important for mitochondrial metabolism and energy processing were downregulated in the affected kidneys (Figure S6B). this reflects severe damage of mitochondria in the proximal tubular cells in the IRI-affected *Elmo1^H/H^* kidneys occupied with zebra bodies [37], (Figure S6C). Many of these genes are closely linked to nutrient and fatty acid metabolism. This coordinated suppression aligns with the observed tubular atrophy and loss of function, suggesting mitochondrial dysfunction, metabolic dysfunction, and impaired capacity for ROS detoxification (Figure S6B).

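All 20 genes of Fig. S6B were lower in the libraries labelled *Elmo1 H/H* than in those labelled WT (19 of them after quantile normalization), with log2 fold changes from -0.50 to -0.16. As labelled, 0 of the 20 passed, over all genes or adjusted over the list alone (adjusted p from 0.564 to 0.879, limma), and 0 had an unadjusted p under 0.05. In the heat-map grouping the log2 fold changes ran from -1.12 to -0.67 and all 20 passed (adjusted p from 0.000790 to 0.00584, limma). All also passed adjusted over the list alone, which cannot be taken as independent evidence for a list from a heat map of these samples. In that grouping 16 of the 20 did not overlap between the genotypes, where chance gives 0.433% of genes, but so did 4727 of all 17500 tested genes. All 20 also passed over the 9 libraries, from -0.92 to -0.62, and in the heat-map grouping 15 passed after quantile normalization, with a median of -0.47. The 13 protein-coding genes of the mitochondrial genome, which are not in Fig. S6B, had a median log2 fold change of -0.66 as labelled, with 0 past the threshold or with an unadjusted p under 0.05, and of -0.95 in the heat-map grouping, where 12 passed. Of the 13, 3 passed over the 9 libraries, and none passed after quantile normalization in the heat-map grouping, where the median was -0.15.

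**Figure D5:**
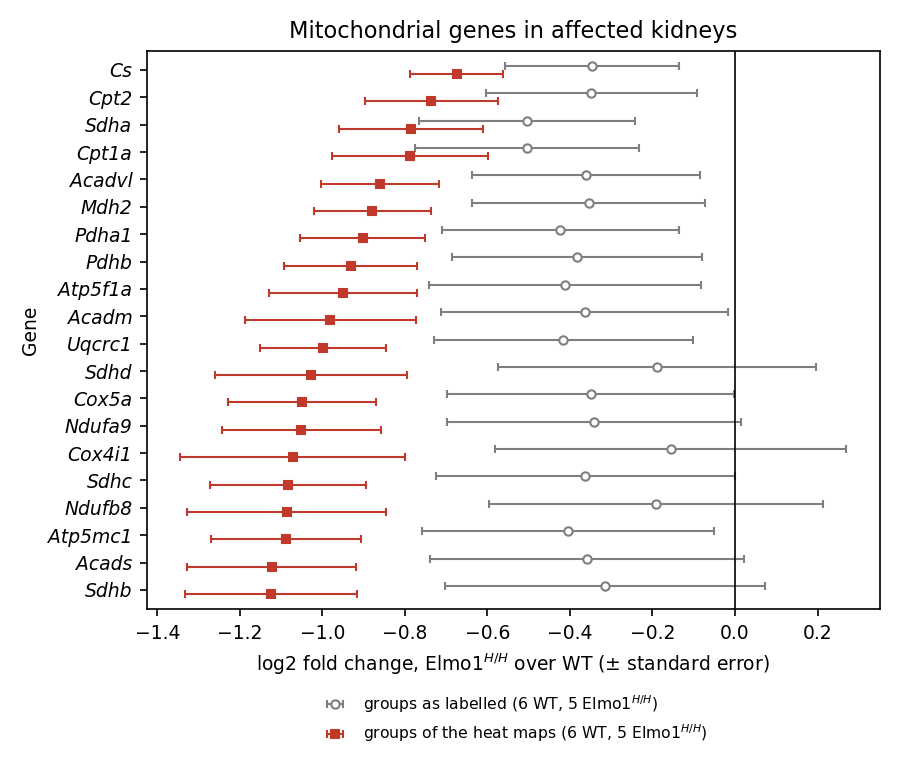
Log2 fold change (*Elmo1 H/H* over WT) with standard error of the 20 genes of Fig. S6B, as labelled (grey circles) and in the heat-map grouping (red squares). All lie left of 0 in both, and the red squares lie farther left than the grey circles.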

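Among them are the genes of 3 acyl-CoA dehydrogenases (*Acads*, *Acadm* and *Acadvl*) and of the carnitine palmitoyltransferases (*Cpt1a* and *Cpt2*), which act in the oxidation of fatty acids in mitochondria. *Acadm* was 57577 ± 15233 (SD, n = 6) normalized counts in the libraries labelled WT and 47812 ± 25786 (SD, n = 5) in those labelled *Elmo1 H/H* (log2 fold change -0.36, standard error 0.35, limma adjusted p = 0.649). By the heat-map brackets, it was 67554 ± 10009 (SD, n = 6) and 35840 ± 14458 (SD, n = 5) (log2 fold change -0.98, standard error 0.21, limma adjusted p = 0.00220). In the latter grouping *Acads* fell by 1.12 on the log2 scale, *Acadvl* by 0.86, *Cpt1a* by 0.79 and *Cpt2* by 0.74 (limma adjusted p = 0.00111, 0.000843, 0.00432 and 0.00263). *Cpt1a* alone of these genes did not pass in the heat-map grouping after quantile normalization. As labelled the log2 fold changes were -0.36, -0.36, -0.50 and -0.35 in the same order, none past the threshold. Single libraries moved them: *Acads* ran from -0.72 (without *Elmo1 H/H* replicate 2) to -0.21 (without *Elmo1 H/H* replicate 5), *Acadm* from -0.62 (without *Elmo1 H/H* replicate 2) to -0.20 (without *Elmo1 H/H* replicate 5), *Acadvl* from -0.58 (without *Elmo1 H/H* replicate 2) to -0.22 (without *Elmo1 H/H* replicate 5) and *Cpt2* from -0.51 (without *Elmo1 H/H* replicate 2) to -0.21 (without *Elmo1 H/H* replicate 3).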

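The genes of each heat map were also tested as a set with camera, which asks whether they lie above or below the other genes, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the sets. As labelled, the median log2 fold change was -0.56 for the antioxidant genes (camera in limma, adjusted p = 0.00108), 0.63 for fibrosis (adjusted p = 0.000111), 0.71 for inflammation (adjusted p = 2.66e-06), -0.36 for mitochondrial function (adjusted p = 0.000111) and 0.022 for DNA damage and repair (adjusted p = 0.165). Single libraries moved these medians. Without the library labelled *Elmo1 H/H* replicate 2 the median was 1.11 for fibrosis and -0.64 for mitochondrial function. Without *Elmo1 H/H* replicate 4 it was 0.39 for fibrosis. Without *Elmo1 H/H* replicate 5 it was -0.37 for the antioxidant genes, -0.23 for mitochondrial function and -0.0020 for DNA damage and repair. Under the heat-map grouping the medians were -1.08, 1.53, 1.23, -0.99 and 0.17 in the same order (camera in limma, adjusted p = 7.70e-06, 1.09e-07, 3.87e-08, 1.68e-08 and 0.0282). The last of these was 0.26 without the library labelled *Elmo1 H/H* replicate 1. None of these sets passed with the correlation between genes estimated from the data, under either grouping. Under fry, a rotation test of limma, none passed as labelled (adjusted p = 0.334) and all 5 passed in the heat-map grouping (adjusted p from 0.000356 to 0.00140). From the joint fall of the mitochondrial genes, beside the tubular atrophy and the loss of function, the paper proposes a dysfunction of mitochondria and metabolism and a weaker detoxification of ROS. It also ties this fall to severe mitochondrial damage in proximal tubular cells, citing electron micrographs with zebra bodies (Fig. S6C).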

These findings parallel the redox imbalance observed in affected kidneys, as sustained oxidative stress can amplify fibrotic and inflammatory signaling pathways, exacerbating DNA damage and metabolic reprogramming. Together, the data indicate that *Elmo1*-driven ROS accumulation exacerbates local injury and promotes inter-kidney crosstalk, leading to systemic oxidative stress-linked fibrosis and maladaptive remodeling.

### 3.4. Vitamin B12 (B12) Markedly Improved the Kidney Function and Structure Four Months After IR Surgery

Since B12 is a potent antioxidant, and we have previously demonstrated that B12 acute supplementation decreases renal superoxide and post-IRI in mice [14,38], we evaluate whether B12 protects the severe phenotypes of CKD noted in *Elmo1^H/H^* mice. Following four months of vitamin B12 treatment, both WT and *Elmo1^H/H^* mice exhibited improved kidney function relative to untreated IR groups. Plasma cystatin C levels and u-ACR in B12-treated mice were closer to sham levels, indicating preserved glomerular filtration and reduced kidney damage, along with the restoration of eGFR in both injury groups (Figure 4A–C). *Kim1* mRNA level was also significantly lower in the B12 treated group compared to the IRI group (Figure 4D). B12 treatment preserved renal mass and kidney weight in both genotypes (Figure 4E,F).

Chronic vitamin B12 treatment also significantly attenuated kidney structural and morphological injury following IRI, as demonstrated by both light and electron microscopy. Masson’s trichrome staining revealed a marked reduction in interstitial and vascular fibrosis in B12-treated mice (Figure 5A), as indicated by a lower glomerular count per field of view compared to vehicle-treated counterparts (Figure 5B), reflecting the preservation of tubular and interstitial spaces and notable preservation of glomerular architecture in both WT and *Elmo1^H/H^* IRI groups. Histological evaluation also revealed reduced tubular atrophy and restored cortical perfusion, suggesting improved oxygen delivery to the lateral kidney border (Figure 5A). On the ultrastructural level, electron microscopy confirmed that B12 treatment preserved podocyte foot processes, endothelial fenestration, and the glomerular basement membrane structure, reversing the extensive cellular damage observed in vehicle-treated *Elmo1^H/H^* mice (Figure 5C).

We further compared gene expression profiles between treated and untreated groups. We specifically analyzed the expression of key oxidative stress-related genes involved in antioxidant defense. In B12-treated mice, the expression of antioxidant genes *Sod1*, *Nrf2,* and *Gpx1* was significantly increased (Figure 6A,B,D), indicating restoration of redox homeostasis. Additionally, *Nox2* expression was reduced, suggesting decreased oxidative stress during the adaptive repair phase (Figure 6C) [39]. These results support the role of vitamin B12 in enhancing antioxidant capacity and mitigating ROS-mediated damage in the context of IRI.

Collectively, the data suggest that the beneficial effects of B12 are mediated through its antioxidant function, which likely contribute to the attenuation of chronic kidney disease progression.

### 3.5. Female Mice Developed Less Severe CKD-like Phenotypes After IRI than Males Four Months After IRI, While Effects of High Elmo1 Persisted

Although CKD is more prevalent in women [1], female mice developed only mild CKD-like phenotypes at four months after with the same IR procedure applied, less severe than males. The *Elmo1^H/H^* females showed moderate increased plasma cystatin C and u-ACR, slight kidney weight loss, and mild fibrosis (only one mouse out of six mice) (Figure 7A–E). Notably, glomerular density was higher in *Elmo1^H/H^* females than in WT females, consistent with interstitial tubular loss observed in the male counterparts (Figure 7F). These observations align with reports of sex-specific differences in AKI-to-CKD progression in mice [40], but the overexpression of *Elmo1*-enhanced CKD progression persisted in females as in males.

## 4. Discussion

In the current study, we demonstrated that *Elmo1* overexpression significantly exacerbates the progression of AKI (induced by IRI) to CKD progression. While the damage at one month after IRI was not obviously different histologically and physiologically, four months after IR surgery, *Elmo1^H/H^* male mice developed more advanced CKD-like phenotypes than WT counterparts. They showed higher plasma cystatin C and u-ACR, and drastic interstitial tubular loss, fibrosis, and glomerular damages. Additionally, antioxidant gene expression was downregulated, while genes involved in superoxide production were upregulated in *Elmo1^H/H^* mice, implicating oxidative stress as a key contributor to the aggravated CKD-like phenotype. Consistent with this, we showed that B12 (a potent SOD mimetic) supplementation immediately after surgery showed protection against the progression from AKI to CKD in *Elmo1^H/H^* mice.

The association between *Elmo1* gene variants and diabetic nephropathy was first reported by Shimazaki et al. Later, Hassan et al. showed that ELMO1 polymorphism (rs741301) is associated with nephrotic syndrome [9,10]. However, associations with other kidney diseases remain unclear. Here, we demonstrated that mice over-expressing *Elmo1* exhibited severe CKD-like phenotypes which progressed from AKI caused by IRI, providing strong evidence for its involvement in broader kidney pathologies. Interestingly, we did not observe overt kidney impairment in either WT or *Elmo1^H/H^* sham-operated mice, suggesting that elevated *Elmo1* levels alone are not sufficient to induce kidney dysfunction, but rather aggravate the progression and severity of disease under stress conditions.

In our study, both male and female *Elmo1^H/H^* mice showed greater renal functional decline and morphological damage compared with WT controls. Following 30 min of ischemia, both sexes developed renal injury, but males exhibited more severe damage, indicating that sex influences CKD progression regardless of genotype. Among *Elmo1*-overexpressing mice, females subjected to the same ischemic duration displayed milder injury, consistent with prior studies showing that females generally require longer ischemia (45–60 min) to match male injury levels [41]. While sexual dimorphism in kidney injury is largely linked to sex hormones [42], our data suggest that, under *Elmo1* overexpression, female hormones may confer partial protection and highlight potential sex-specific mechanisms in CKD susceptibility. We can further test with longer ischemic time to validate the severity of IRI in *Elmo1^H/H^* females.

Elmo1 signaling is known to regulate actin-based cytoskeletal dynamics and cell motility, and has also been linked to the activation of NADPH oxidases (Nox), which generate reactive ROS [12,43]. Our previous work confirmed the validity of the Rac1–NADPH oxidase pathway in ELMO1-driven ROS production, as oral inhibition of Rac (EHT1864) or Nox4 each partially mitigated cardiomyopathy, while pan-NADPH oxidase inhibition (VAS3947) markedly prevented it. These findings establish Rac-dependent and -independent NADPH oxidases as key mediators of ELMO1-induced oxidative stress [12]. However, because our analysis was based on whole-kidney transcriptomic data, it may not fully capture the spatial or cell-specific effects of Rac1 activation and ROS production, representing an important limitation of this study [44]. In the current study, the increased/decreased expression of antioxidant/superoxide-producing genes were observed in both affected and contralateral kidneys in *Elmo1^H/H^* mice, suggesting a systematic role for ROS in the pathogenesis in *Elmo1^H/H^* mice. To test whether CKD progression in this model is through the ROS-related pathway, we treated mice with IR surgery with B12 because of its potent anti-ROS function. Notably, chronic B12 treatment appeared to attenuate the progression from AKI to CKD, suggesting that oxidative stress plays a key role in *Elmo1*-driven renal pathology. However, excessive ROS generation may trigger a cascade of detrimental effects beyond oxidative stress, including DNA damage, mitochondrial dysfunction, and metabolic reprogramming due to impaired nutrient handling [45]. These changes can further lead to cell cycle dysregulation and the activation of cell death pathways [46], collectively exacerbating tissue injury and accelerating the AKI-to-CKD transition.

B12 (cobalamin) is the largest vitamin, containing a central cobalt atom within a corrin ring [47]. Although synthesized only by certain bacteria and archaea, cobalamins are essential coenzymes for nearly all life (except plants); in vertebrates, methylcobalamin and adenosylcobalamin are required for methionine synthase and methylmalonyl-CoA mutase [48]. Once inside the cell, the oxidation state of the cobalt atom is reduced from Co(III) to Co(II) and to Co(I). A prior study has reported that Co(II)balamin is a highly effective intracellular superoxide (O_2_^•−^) scavenger with a reaction rate close to that of superoxide dismutase (SOD) [49]. Our previous work showed that B12 mitigates IRI-induced AKI by reducing oxidative stress, inflammation, fibrosis, DNA damage response, and apoptosis [14]. In addition, B12 plays a crucial role in the maintenance of one-carbon metabolism, enhances S-adenosylmethionine (SAMe) production and methylation capacity [50]. In Akita diabetic mice, B12 restored reduced *Dnmt1/3a/3b* expression, increasing the methylation of *Socs1* and *Socs3* promoters [50]. These results suggest that B12 mitigates diabetes-induced epigenetic dysregulation. Future work will assess B12-dependent enzymes, methionine synthase (MTR) and methylmalonyl-CoA mutase (MUT), to clarify its role in one-carbon metabolism and mitochondrial function in CKD [51]. It is highly likely that B12 could exert protective effects through mechanisms beyond superoxide scavenging [52].

In this study, a single high dose of vitamin B12 administered immediately after IR surgery effectively prevented CKD progression in both WT and *Elmo1^H/H^* mice without detectable adverse effects. However, in patients with renal impairment, accumulation of toxic B12 metabolites such as thiocyanate may limit therapeutic benefit [53]. Our previous work demonstrated that much lower doses (approximately one-tenth of the current dose) were sufficient to prevent diabetic cardiomyopathy in mice [54], indicating that both dose and timing are critical determinants of efficacy and safety. Additional studies from our laboratory tested B12 at 1, 10, and 100 mg/kg/day, with 50 mg/L corresponding to roughly 10 mg/kg/day, and even the highest dose showed no evident toxicity. Extending treatment into the chronic phase may further preserve kidney function, as prior findings demonstrated that B12 reduced acute kidney injury even when administered up to five days post-IRI [14]. Previous interventions also showed that genetic signaling pathway inhibitors and nephrectomy have limited success in slowing kidney disease progression [55,56]. Since B12 treatment began immediately after injury and continued throughout the study, future work should refine dose and timing to maximize protection while minimizing toxicity. Further studies must determine whether effects are specific to cyanocobalamin, as thiocyanate accumulation from impaired metabolism or external sources may worsen oxidative stress and vascular injury in CKD. Evaluating safer alternatives like methylcobalamin could better define effective and translational B12-based strategies.

This study has several limitations. First, the findings are based primarily on a single mouse strain (C57BL/6J) with *Elmo1* overexpression, which may limit generalizability across genetic backgrounds. Second, although our results identify key oxidative stress–related pathways, the study lacks deeper mechanistic exploration to delineate how vitamin B12 modulates redox signaling, mitochondrial metabolism, and gene regulation. Additional work is needed to clarify whether the observed effects are specific to the cyanate structure of B12, as differences in bioavailability and metabolism may influence both efficacy and potential toxicity. Third, while B12 supplementation showed protective effects, the high experimental dose and lack of long-term toxicity evaluation warrant caution in clinical translation. Lastly, the complexity of human CKD, including systemic oxidative stress that may alter inter-organ responses, storage, and metabolic balance—further limits the direct extrapolation of our findings. Future studies should employ multi-organ analyses and mechanistic models to strengthen biological insight and translational relevance.

## 5. Conclusions

Our study demonstrates that *Elmo1* overexpression accelerates AKI-to-CKD progression by amplifying oxidative stress, fibrosis, and inflammation while reducing compensatory capacity in the contralateral kidney. This highlights *Elmo1* as a critical mediator of kidney–kidney crosstalk and a potential therapeutic target. Mechanistically, *Elmo1*-driven Rac1–NADPH oxidase activation likely enhances ROS generation, sustaining a pro-fibrotic microenvironment. Early, high-dose vitamin B12 supplementation effectively halted CKD progression in *Elmo1^H/H^* mice, consistent with its antioxidant and cytoprotective properties. Together, these findings underscore *Elmo1*′s pathogenic role in kidney injury and support the translational potential of B12, warranting further studies to optimize timing, dosing, and long-term safety in preventing CKD progression.

## Figures and Tables

**Figure 1:**
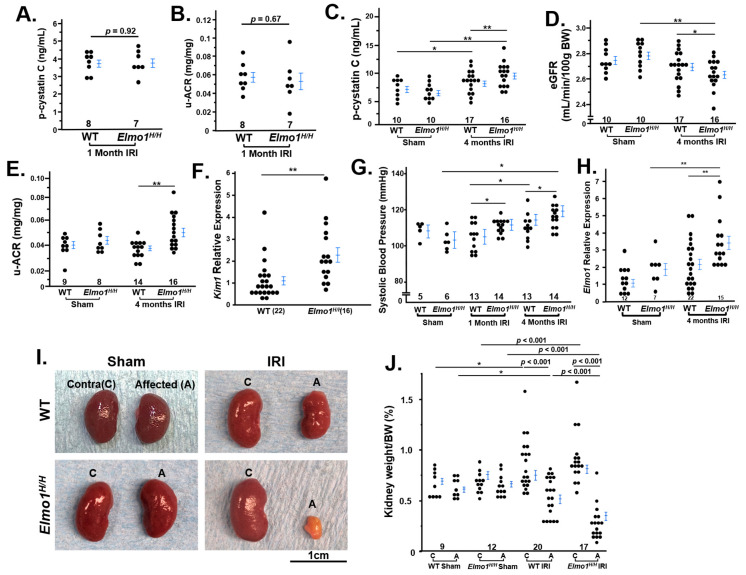
*Elmo1^H/H^* mice show greater kidney dysfunction and renal mass changes compared with wildtype (WT) 4 months after unilateral ischemia–reperfusion injury (IRI). (**A**) Plasma cystatin C (p-cystatin C) levels and (**B**) urine albumin-to-creatinine ratio (u-ACR) levels were not different between the *Elmo1^H/H^* and WT IRI group at one month after surgery. (**C**) The p-cystatin C level and (**D**) u-ACR was significantly higher in the *Elmo1^H/H^* IRI group at four months after surgery. (**E**) Estimated glomerular filtration rate (eGFR) showed it was significantly decrease in the *Elmo1^H/H^* IRI group at four months after surgery. (**F**) *Kim1* mRNA level in the contralateral kidneys is significantly upregulated in the *Elmo1^H/H^* IRI group. (**G**) Systolic blood pressure at different time points after surgery. (**H**) *Elmo1^H/H^* mice exhibit approximately a 2-fold increase in *Elmo1* expression compared to WT mice, and IRI further increased *Elmo1* expression after four months. (**I**) Comparison of kidney size in both WT and *Elmo1^H/H^* mice from sham and IRI groups. (**J**) Kidney weights were normalized to body weight (BW). * *p* < 0.05, ** *p* < 0.01, *p* values smaller than 0.001 are listed as *p* < 0.001. # (represents numbers) of animals are indicated in the figures.

**Figure 2:**
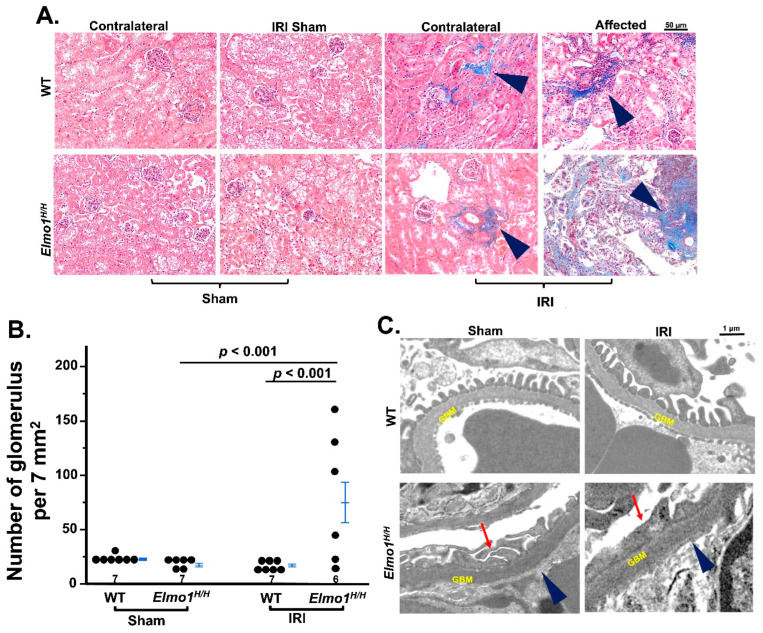
*Elmo1^H/H^* mice with unilateral ischemia–reperfusion injury (IRI) show severely impaired kidney structures compared to wild-type (WT) mice. (**A**) Representative Masson’s trichrome staining of kidney sections from sham and IRI groups four months after surgery (20×). Histology figures illustrated are among the most severely damaged areas from each group. Arrowhead: fibrosis. (**B**) Semi-quantification of the number of glomeruli per standardized field of view (4×). (**C**) Transmission electron microscopy (TEM) of affected kidneys highlights ultrastructural damage, including podocyte foot process effacement (red arrow), and loss of endothelial fenestration (blue arrow) (5000×). GBM: glomerular basement membrane. Note: foot process and endothelial fenestration are intact in WT mice. *p* values smaller than 0.001 are listed as *p* < 0.001.

**Figure 3:**
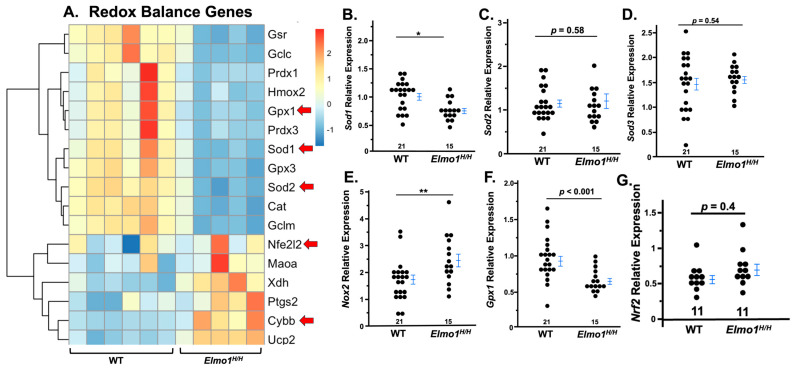
Whole-kidney RNA sequencing on the affected kidneys (**A**) and rt-qPCR of redox genes on contralateral kidneys four months after ischemia–reperfusion injury (IRI) (**B**–**F**). (**A**) Heatmap of selected redox balance-related genes qRT-PCR was performed to assess oxidative stress, red arrows indicate all the genes for which RT-PCR was performed; (**F**,**G**) gene expression in the contralateral kidneys of WT and *Elmo1^H/H^* mice. * *p* < 0.05, ** *p* < 0.01, *p* values smaller than 0.001 are listed as *p* < 0.001.

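The columns of the heat maps were compared with the deposited values. The colours of each column were read back to the scaled values they stand for, and the deposited values were scaled the same way within each gene. In Fig. 3A, S4A, S5A, S6A and S6B there are 55 columns, 11 per panel. Each column matched 1 library with a root mean square difference of at most 0.0218 on the scale of the colours, while the next nearest library differed by at least 0.1373. The columns follow the replicate numbers of the labels, with 1 exception in each of the 5 panels: the library labelled *Elmo1 H/H* replicate 2 is in the fifth column of the WT bracket and the library labelled WT replicate 5 is in the second column of the *Elmo1 H/H* bracket. The other 9 libraries stand under the genotype that their label gives.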

**Figure 4:**
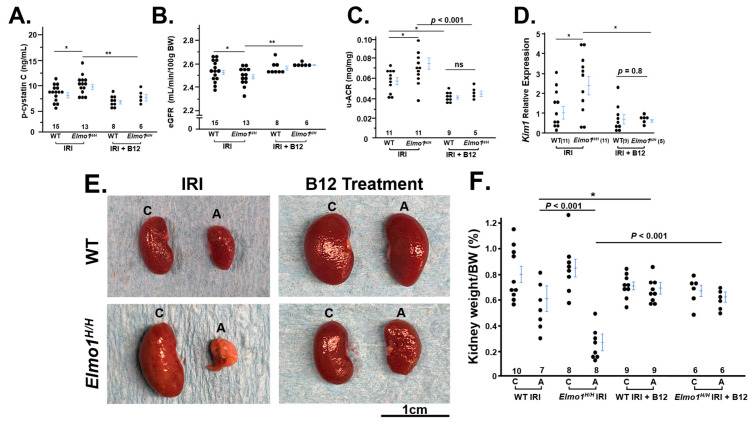
Vitamin B12 (B12) treatment improves renal function and preserved renal mass in *Elmo1^H/H^* mice with ischemia–reperfusion injury (IRI). (**A**) Plasma cystatin C (p-cystatin C) levels were reduced in both WT and *Elmo1^H/H^* IRI groups following B12 treatment, indicating improved kidney function. (**B**) u-ACR was significantly decreased in both genotypes after B12 supplementation. (**C**) eGFR was improved in B12-treated *Elmo1^H/H^* mice compared to untreated controls, supporting the renoprotective effect of B12. (**D**) *Kim1* mRNA level was significantly reduced in the B12 treated group. (**E**,**F**) Kidney size and weight were corrected by B12 treatment in both groups. * *p* < 0.05, ** *p* < 0.01, *p* values smaller than 0.001 are listed as *p* < 0.001. Two-way ANOVA analysis is presented in Supplemental Table S2.

**Figure 5:**
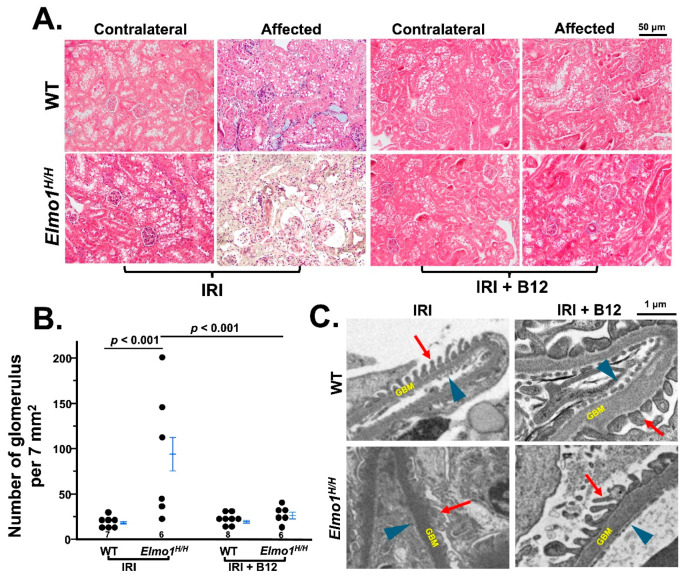
Vitamin B12 preserves renal structures in IRI mice, reducing fibrosis and glomerular damage. (**A**) Representative Masson’s trichrome staining of kidney sections shows that vitamin B12 treatment reduces interstitial fibrosis and glomerular damage in both WT and *Elmo1^H/H^* IRI mice compared to vehicle-treated groups. (**B**) Semi-quantification of glomeruli per field of view demonstrates reduced glomerular density in B12-treated *Elmo1^H/H^* mice, indicating the preservation of tubular architecture. (**C**) Transmission electron microscopy of affected kidneys reveals that B12 treatment preserves foot process structure, and endothelial fenestration in both genotypes. Blue arrowhead: endothelial fenestration. Red arrow: foot process. GBM: glomerular basement membrane. *p* values smaller than 0.001 are listed as *p* < 0.001. Two-way ANOVA analysis is presented in Supplemental Table S2.

**Figure 6:**
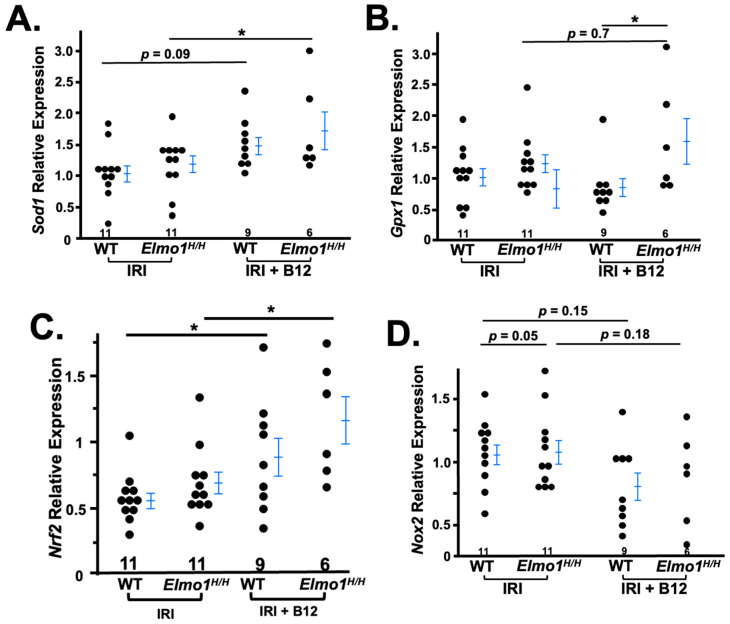
Vitamin B12 corrects the expression of genes related to redox after four months of B12 treatment. The expression levels of *Sod1*, *Nrf2*, *Nox2*, and *Gpx1* are shown as fold changes relative to the WT-IRI group. Both vitamin B12-treated groups exhibited a restoration expression of antioxidant genes (**A**–**C**) and a decreased expression of the pro-oxidant gene *Nox2* (**C**). Pro-oxidant gene *Nox2* showed downregulated after B12 treatment (**D**). * *p* < 0.05. Two-way ANOVA analysis is presented in Supplemental Table S2.

**Figure 7:**
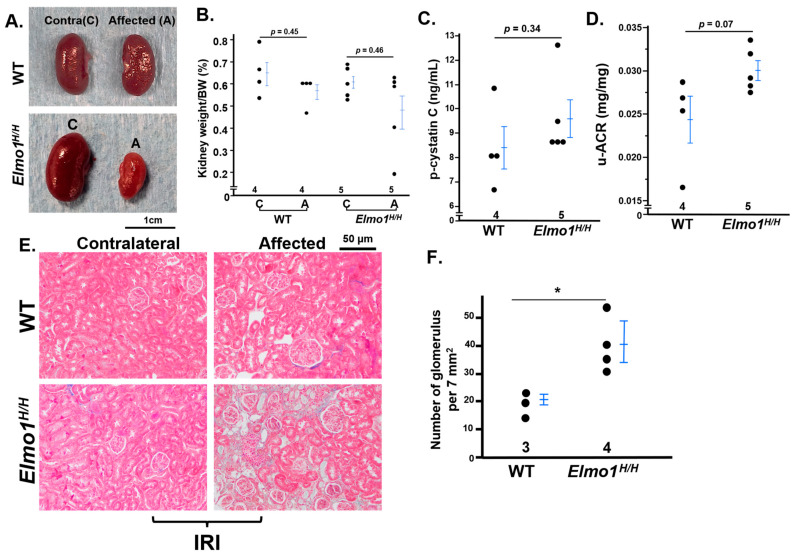
Female *Elmo1^H/H^* mice following kidney ischemia–reperfusion injury (IRI) exhibit less severe CKD-like phenotypes compared to males after four months. Compared to male counterparts, *Elmo1^H/H^* female mice showed less severe CKD-like phenotypes after IRI. (**A**) *Elmo1^H/H^* female mice showed a decrease in kidney mass. (**B**) Kidney weight normalized to body weight (BW). (**C**) *p*-cystatin C and (**D**) u-ACR showed no significant increase compared to wild-type. (**E**) Masson’s trichrome staining of contralateral and affected kidneys, as *Elmo1^H/H^* female mice showed a low degree of fibrosis on the affected side. (**F**) Glomerular count per field of view was high in *Elmo1^H/H^* female mice, indicating tubular atrophy. * *p* < 0.05.

## Data Availability

RNA sequencing data are deposited to the NCBI Gene Expression Omnibus (accession: GSE304219).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/antiox14111277/s1, Supplemental Method [57]; Table S1. qRT-PCR primers and probes list; Table S2. Two-way ANOVA Analysis; Figure S1. Plasma endothelin-1 (ET-1) (A) and plasma corticosterone levels (B) across experimental groups; Figure S2. Correlation between the affected (IRI kidney) and contralateral kidney (Contra) weights of each animal with sham (A) and IRI (B); Figure S3. Kidney histological changes in wildtype and *Elmo1^H/H^* male mice one month after IRI; Figure S4. Fibrosis gene expression shown by RNA-seq heatmap (A) in affected kidneys of WT (*n* = 6) and *Elmo1^H/H^* (*n* = 5) mice and by qRT-PCR (B–F) in contralateral kidneys; Figure S5. Inflammatory gene expression shown by RNA-seq heatmap (A) in affected kidneys of WT (*n* = 6) and *Elmo1^H/H^* (*n* = 5) mice and by qRT-PCR (B–F) in contralateral kidneys; Figure S6. DNA damage and repair related genes and mitochondrial related gene expression shown by RNA-seq heatmap (A,B) in affected kidneys of WT (*n* = 6) and *Elmo1^H/H^* (*n* = 5) mice. (C) TEM of affected kidneys showing ceramides/lipids containing lysosomes (zebra bodies) in the proximal tubular cells.

# Supplementary material for: Vitamin B12 Protects the Exacerbated Ischemia–Reperfusion Injury-Induced Chronic Kidney Disease in Mice with Genetically Increased Elmo1
**Source:** Antioxidants (Basel). 2025 Oct 24;14(11):1277. doi: 10.3390/antiox14111277
**Supplement:** Supplementary file 1

## **Supplemental Materials**

### **Vitamin B12 protects the exacerbated ischemia-reperfusion injury induced chronic-kidney-disease in mice with genetically increased Elmo1**

Jiayi Zhou<sup>1,2</sup>, Yuye Wang<sup>2</sup>, John Hagaman<sup>2</sup>, Qing Ma<sup>2</sup>, J. Charles Jennette<sup>2</sup>, Meitong Chen<sup>2</sup>, Xianwen Yi<sup>2</sup>, Yukako Kayashima<sup>2</sup>, Nobuyo Maeda-Smithies<sup>2</sup>, and Feng Li<sup>2 \*</sup>

**Method:** Estimated glomerular filtration rate (eGFR) calculation: Plasma cystatin C (p-cystatin C) levels by ELISA and calculating eGFR values using the following formula:  $\text{eGFR (mL/min/100g body weight)} = -3.2886 * \text{p-cystatin C } (\mu\text{g/mL}) + 2.9409^1$ .

**Table S1. qRT-PCR primers and probes list**

| Gene               |         | Sequence (5'-3')                                   |
|--------------------|---------|----------------------------------------------------|
| <i>Ccl2</i>        | Forward | CTG GAG CAT CCA CGT GTT G                          |
|                    | Reverse | TGG GAT CAT CTT GCT GGT GA                         |
|                    | Probe   | FAM-AG CCA GAT GCA GTT AAC GCC CCA CT—TAMRA        |
| <i>Col1a1</i>      | Forward | AGA GCA TGA CCG ATG GAT TC                         |
|                    | Reverse | ATT AGG CGC AGG AAG GTC AG                         |
|                    | Probe   | FAM-CT CCG ACC CCG CCG ATG TCG —TAMRA              |
| <i>Col4a1</i>      | Forward | GGC TAT TCC TTC GTG ATG CA                         |
|                    | Reverse | CTA AAC TCT TCC AGA CAG GAC                        |
|                    | Probe   | AGG TTC CGG CCA AGC CCT CGC                        |
| <i>Cxcl1</i>       | Forward | GCT TGT AGG TGT TGC CCT C                          |
|                    | Reverse | AGG CAA GCC TCG CGA CCA T                          |
|                    | Probe   | FAM-AC CCA AAC CGA AGT CAT AGC CAC ACT C—<br>TAMRA |
| <i>Fibronectin</i> | Forward | CAA GTC GAT GCC ATC CCA G                          |
|                    | Reverse | CTG GCT GTA AAC CTG TAA TGG                        |
|                    | Probe   | FAM-AT GGC CAG ACC CCA GTT CAG AGG A—TAMRA         |

---

|               |                |                                                  |
|---------------|----------------|--------------------------------------------------|
| <i>Gpx1</i>   | Forward        | GTC TGG GAC CTC GTG GAC                          |
| ID: 14775     | Reverse        | TTC TTG CCA TTC TCC TGG TG                       |
|               | Probe          | FAM-TG GTG CTC GGT TTC CCG TGC AAT CAG—<br>TAMRA |
| <i>Ilf6</i>   | Forward        | CTC TCT GCA AGA GAC TTC CA                       |
| ID: 16193     | Reverse        | CTC TCC GGA CTT GTG AAG TA                       |
|               | Probe          | FAM-CTG ATG CTG GTG ACA ACC ACG GCC T—TAMRA      |
| <i>Kim1</i>   | Forward        | CAA GTT AAA CCA GAG ATT CCC AC                   |
| ID: 171283    | Reverse        | CGT GAT GCT GAG AAG TCT CA                       |
|               | Probe          | FAM-CT GTC CAT CTC TGG TCT CAA CCG TC—TAMRA      |
| <i>Nfe2l2</i> | Forward        | CAT GAG TCG CTT GCC CTG GA                       |
| ID: 18024     | Reverse        | ATT GAG GGA CTG GGC CTG AT                       |
|               | Probe          | FMA-TC CCC AGC CAC GTC GAA AGT TCA G— TAMRA      |
| <i>Sod1</i>   | <i>Forward</i> | <i>CCA TTG AAG ATC GTG TGA TCT C</i>             |
| ID: 20655     | Reverse        | CTT GTT TCT CAT GGA CCA CC                       |
|               | Probe          | FAM-CA GGA GAG CAT TCC ATC ATT GGC CG—TAMRA      |
| <i>Sod2</i>   | Forward        | AAG GAA CAA GGT CGC TTA CA                       |
| ID: 20656     | Reverse        | AGC AGC GGA ATA AGG CCT GT                       |

---

|              |         |                                                     |
|--------------|---------|-----------------------------------------------------|
|              | Probe   | FAM-TG CTG CCT GCT CTA ATC AGG ACC CA—TAMRA         |
| <i>Sod3</i>  | Forward | CCT TCT TGT TCT ACG GCT TG                          |
| ID: 20657    | Reverse | CTG GAC TCC CCT GGA TTT GA                          |
|              | Probe   | FAM-TG ACA GAG CCA CAG GCC GCC AGT—TAMRA            |
| <i>Tgfβ1</i> | Forward | TGC TTC AGC TCC ACA GAG AA                          |
| ID: 21803    | Reverse | GTG GAT CCA CTT CCA ACC CA                          |
|              | Probe   | FAM-CC TTC CTA AAG TCA ATG TAC AGC TGC CG-<br>TAMRA |
| <i>Tlr4</i>  | Forward | GGT GAG AAA TGA GCT GGT AAA G                       |
| ID: 21898    | Reverse | GCA ATG GCT ACA CCA GGA AT                          |
|              | Probe   | FAM-TG CCC CGC TTT CAC CTC TGC CTT CA—TAMRA         |
| <i>Tnfa</i>  | Forward | CAC ACT CAG ATC ATC TTC TCA A                       |
| ID: 21926    | Reverse | AGC TGC TCC TCC ACT TGG T                           |
|              | Probe   | FAM-AG CCT GTA GCC CAC GTC GTA GCA--TAMRA           |
| <i>Vim</i>   | Forward | CTG GTT GAC ACC CAC TCA AA                          |
| ID: 22352    | Reverse | CGT GAT GCT GAG AAG TCT CA                          |
|              | Probe   | FAM-CT GTC CAT CTC TGG TCT CAA CCG TC—TAMRA         |
| <i>18s</i>   | Forward | AGA AAC GGC TAC CAC ATC CA                          |

---

|           |         |                                           |
|-----------|---------|-------------------------------------------|
| ID: 19791 | Reverse | CTC GAA AGA GTC CTG TAT TGT               |
|           | Probe   | FAM-AG G CAG CA G GCG CGC AAA TTA C—TAMRA |

---

*Elmo1* TaqMan assay is purchased from ThermoFisher Scientific (Waltham, MA) with the lot number Mm00519109\_m1. (ID: 140580)

**Table S2. Two-way ANOVA analysis**

| Genotype                          | Treatment | p-cystatin<br>C<br>(ug/mL) | u-ACR<br>(mg/mg) | eGFR<br>(mL/min/<br>100gBW) | Contra/BW<br>(%) | Affected/<br>BW<br>(%) | # of<br>glomerular | <i>Kim1</i><br>mRNA | <i>Sod1</i><br>mRNA | <i>Gpx1</i><br>mRNA | <i>Nox2</i><br>mRNA | <i>Nrf2</i><br>mRNA |
|-----------------------------------|-----------|----------------------------|------------------|-----------------------------|------------------|------------------------|--------------------|---------------------|---------------------|---------------------|---------------------|---------------------|
| WT IRI                            | No B12    | 9.2 ± 0.8                  | 0.03 ± 0.003     | 3.3 ± 0.2                   | 8.0 ± 0.4        | 5.4 ± 0.4              | 17 ± 10            | 1.3 ± 0.3           | 1.1 ± 0.1           | 1.1 ± 0.3           | 1.3 ± 0.3           | 0.6 ± 0.1           |
| <i>Elmo1<sup>H/H</sup></i><br>IRI | No B12    | 10.6 ± 0.6                 | 0.04 ± 0.003     | 3.8 ± 0.2                   | 8.4 ± 0.5        | 2.5 ± 0.4              | 85 ± 10            | 2.5 ± 0.3           | 1.2 ± 0.1           | 1.6 ± 0.3           | 2.5 ± 0.3           | 0.7 ± 0.1           |
| WT IRI                            | B12       | 8.1 ± 0.8                  | 0.02 ± 0.004     | 3.0 ± 0.3                   | 6.9 ± 0.5        | 6.9 ± 0.3              | 19 ± 13            | 0.7 ± 0.4           | 1.5 ± 0.2           | 0.9 ± 0.3           | 0.7 ± 0.4           | 0.9 ± 0.1           |
| <i>Elmo1<sup>H/H</sup></i><br>IRI | B12       | 6.9 ± 1                    | 0.02 ± 0.005     | 2.6 ± 0.3                   | 6.4 ± 0.4        | 6.4 ± 0.3              | 26 ± 15            | 0.6 ± 0.5           | 1.7 ±               | 1.8 ± 0.4           | 0.6 ± 0.5           | 1.2 ± 0.1           |
| <i>p</i> (ANOVA)                  |           |                            |                  |                             |                  |                        |                    |                     |                     |                     |                     |                     |
| Genotype<br>(G)                   |           | 0.9                        | 0.04             | 0.9                         | 0.9              | < 0.0001               | 0.0032             | 0.1                 | 0.3                 | 0.04                | 0.1                 | 0.08                |
| Treatment<br>(T)                  |           | 0.0029                     | < 0.0001         | 0.0029                      | 0.0007           | < 0.0001               | 0.0225             | 0.0019              | 0.0094              | 0.9                 | 0.0019              | 0.001               |
| G x T<br>interaction              |           | 0.09                       | 0.17             | 0.9                         | 0.2              | 0.0027                 | 0.0140             | 0.09                | 0.6                 | 0.5                 | 0.09                | < 0.0001            |

p-cystatin C: plasma cystatin C; u-ACR: urine albumin-to-creatinine ratio; eGFR: estimated glomerular filtration rate;  
Contra/BW: Contralateral kidney weight/Body weight; Affected/BW: Affected kidney weight/Body weight

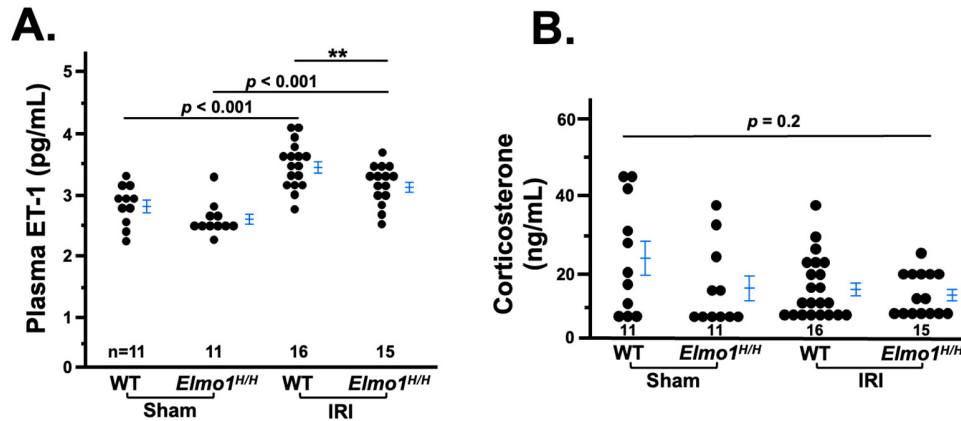

**Supplemental Figure S1.** Plasma endothelin-1 (ET-1) (**A**) and plasma corticosterone levels (**B**) across experimental groups.  $** p < 0.01$ ,  $p$  values smaller than 0.001 are listed as  $<0.001$ .

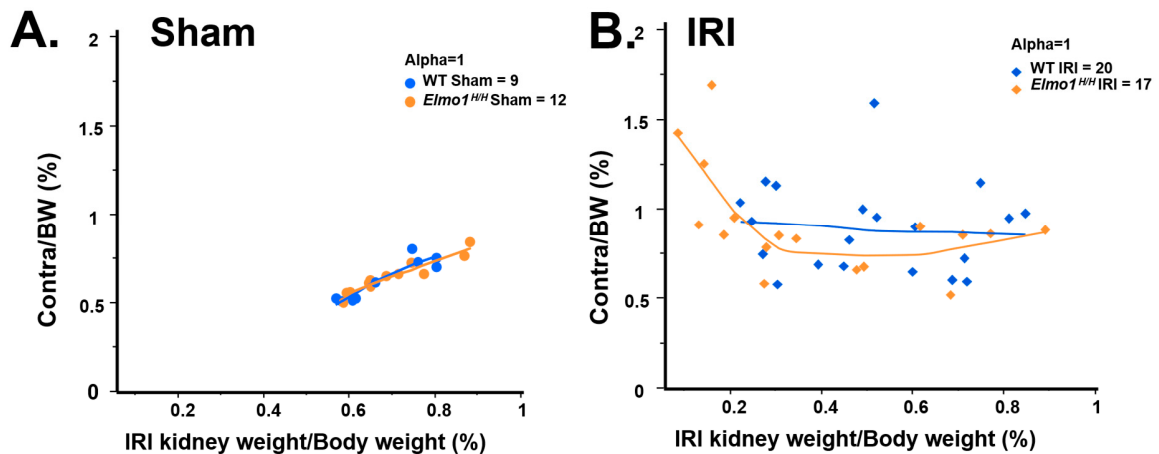

**Supplemental Figure S2.** Correlation between the affected (IRI kidney) and contralateral kidney (Contra) weights of each animal with sham (**A**) and IRI (**B**), presented by kernel smoothness,  $\alpha=1$ . # of animals are indicated in the figures.

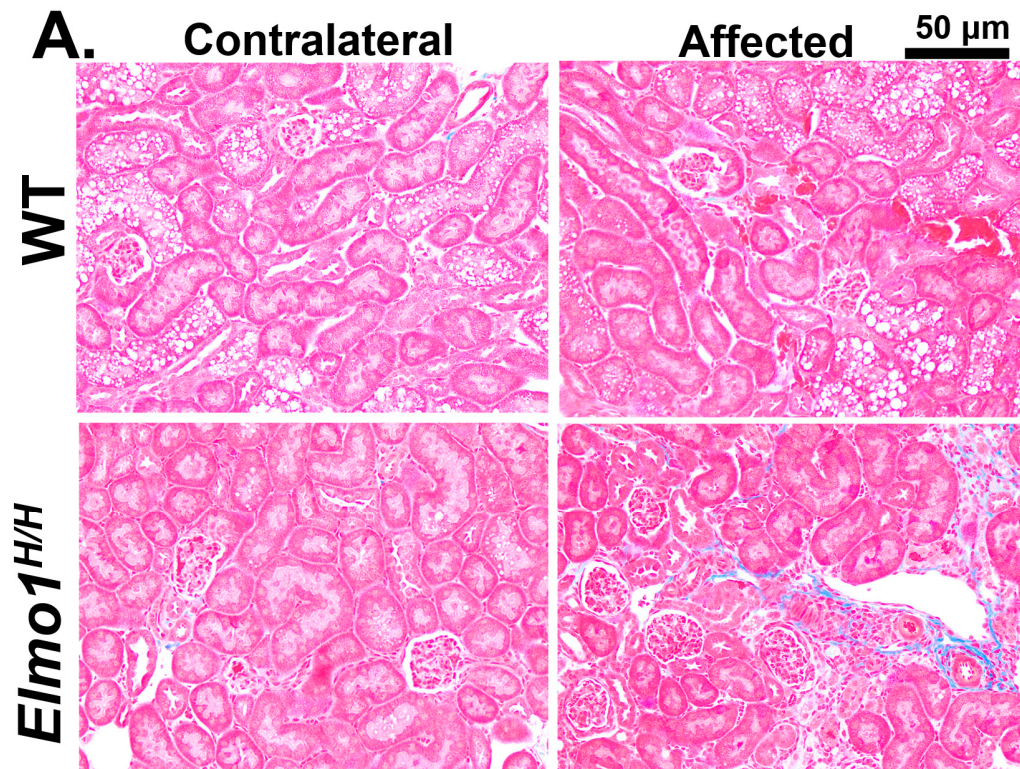

**Supplemental Figure S3. Kidney histological changes in wildtype and *Elmo1<sup>H/H</sup>* male mice one month after IRI. Masson's Trichrome staining showed low degree of interstitial tubular loss and fibrosis on *Elmo1<sup>H/H</sup>* groups (200x).**

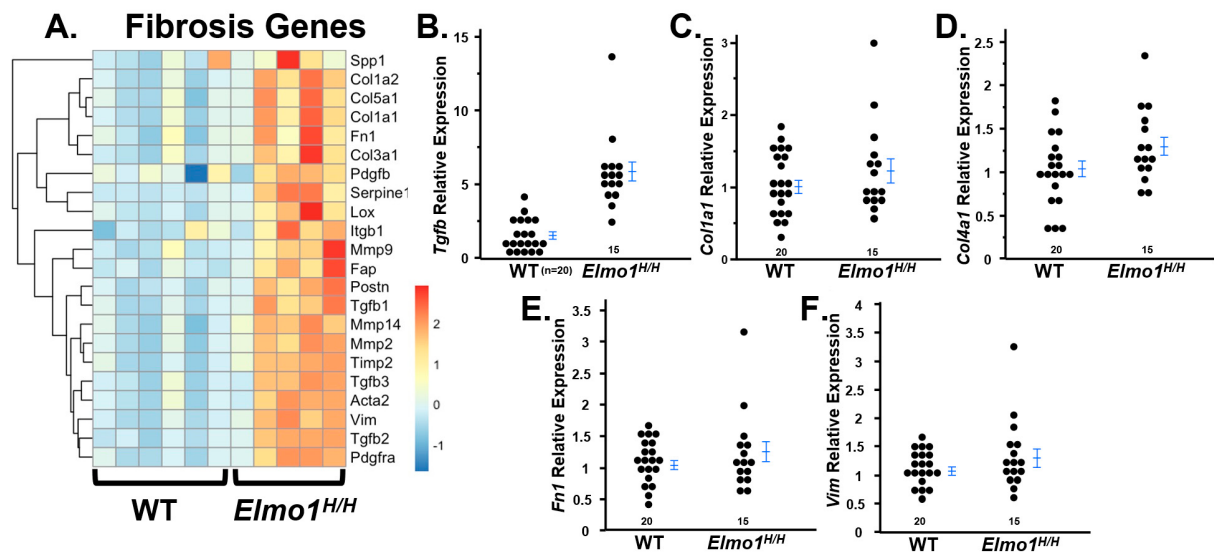

**Supplemental Figure S4.** Fibrosis gene expression shown by RNA-seq heatmap (**A**) in affected kidneys of WT (n=6) and *Elmo1<sup>H/H</sup>* (n=5) mice and by qRT-PCR (**B–F**) in contralateral kidneys \*\*  $p < 0.01$ ,  $p$  values smaller than 0.001 are listed as  $<0.001$ .

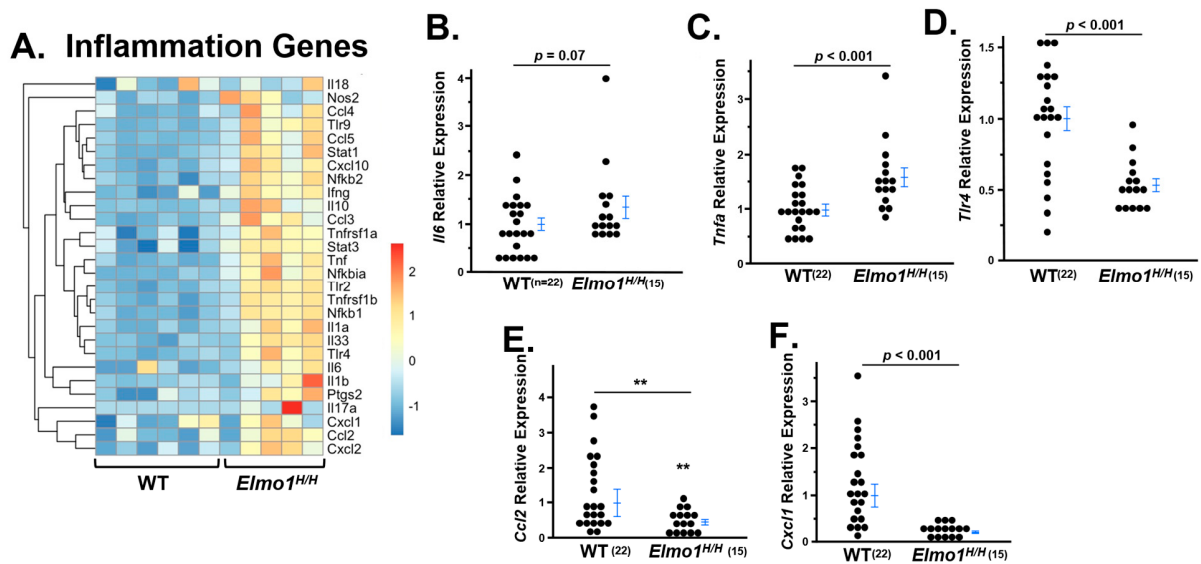

**Supplemental Figure S5.** Inflammatory gene expression shown by RNA-seq heatmap (A) in affected kidneys of WT (n=6) and *Elmo1<sup>H/H</sup>* (n=5) mice and by qRT-PCR (B–F) in contralateral kidneys. \*\*  $p < 0.01$ ,  $p$  values smaller than 0.001 are listed as  $<0.001$ .

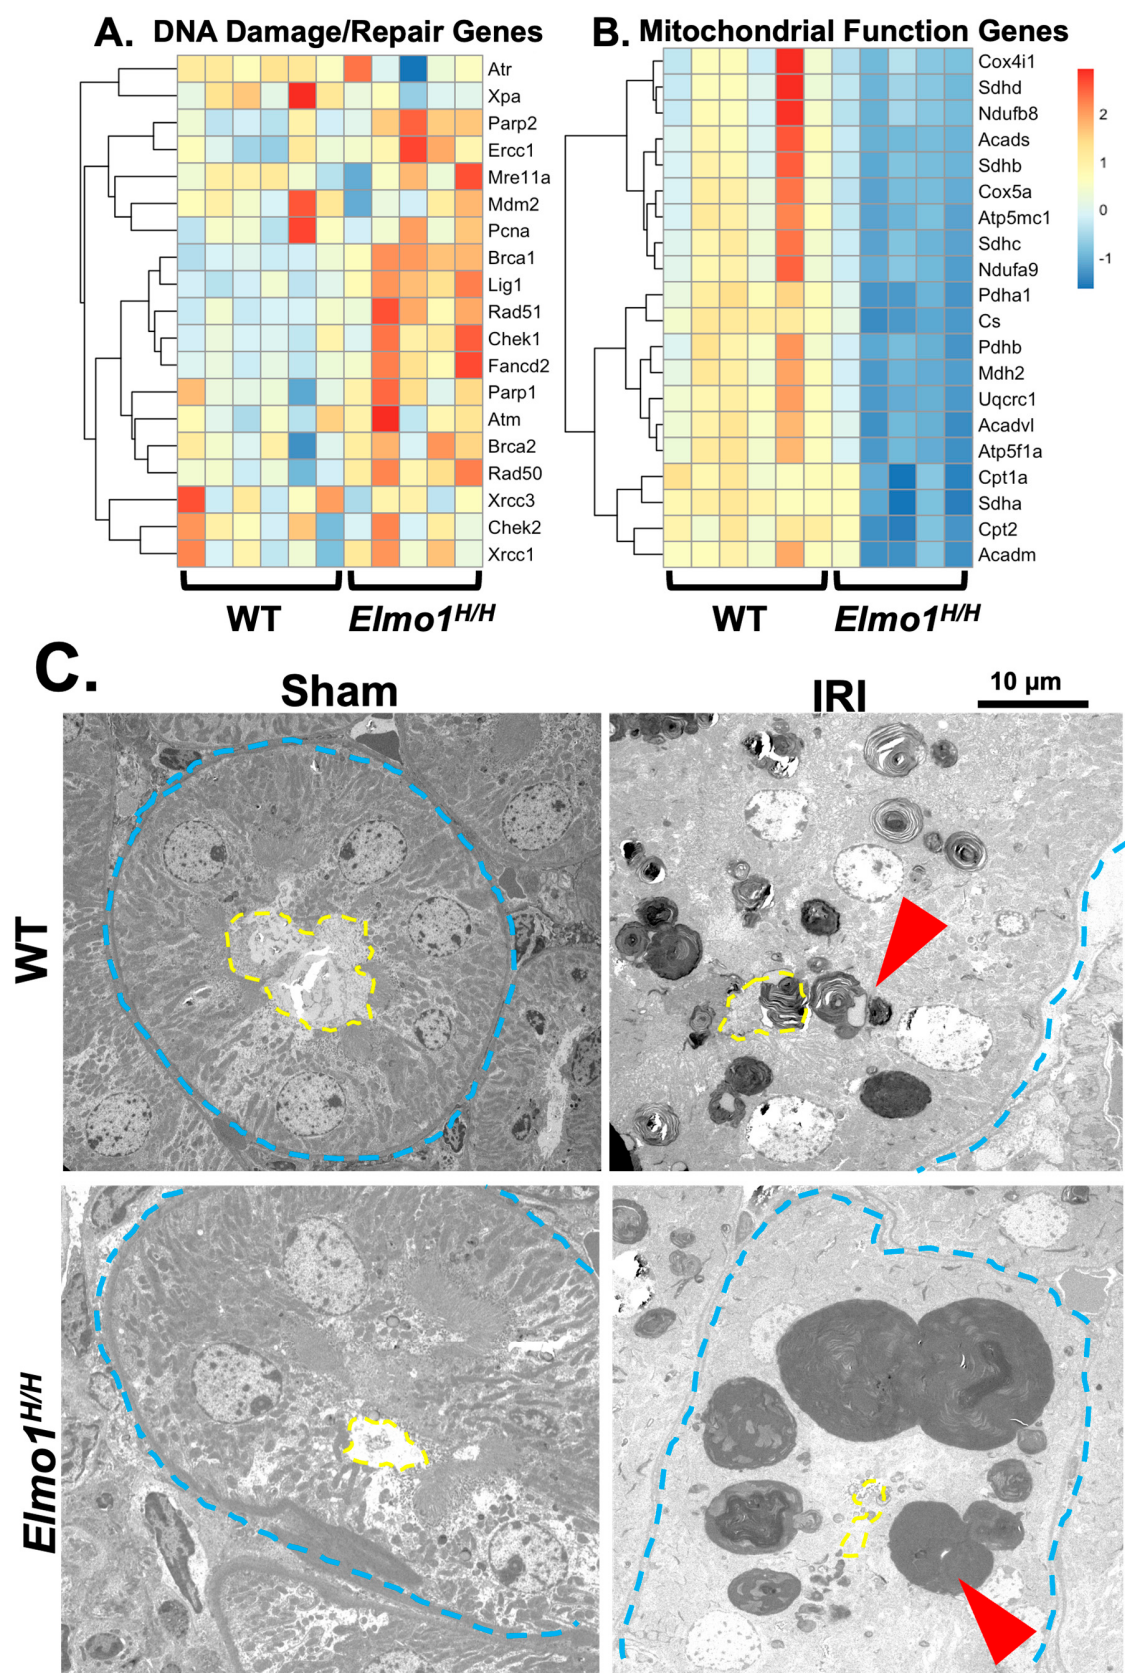

**Supplemental Figure S6.** DNA damage and repair related genes and mitochondrial related gene expression shown by RNA-seq heatmap (**A-B**) in affected kidneys of WT (n=6) and *Elmo1<sup>H/H</sup>* (n=5) mice. (**C**) TEM of affected kidneys showing ceramides/lipids containing lysosomes (zebra bodies) in the proximal tubular cells (2000x, Red arrowhead), Blue dash line: border of a single proximal tubule. Yellow dash line: lumen of proximal tubule.

## Reference

1. Dupont V, Berg AH, Yamashita M, et al. Impaired renal reserve contributes to preeclampsia via the kynurenine and soluble fms-like tyrosine kinase 1 pathway. *J Clin Invest.* Oct 17 2022;132(20)doi:10.1172/JCI158346

How the deposited data were processed for this re-analysis (not part of the article)

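RNA was measured in whole affected kidneys of 11 mice, 4 months after 30 min of ischemia and reperfusion. The deposited labels give 6 libraries as WT and 5 as *Elmo1 H/H*, with replicate numbers, and these labels set the groups of the main comparison. The authors sequenced 100 bp read pairs, trimmed them with fastp, quantified them with salmon against Ensembl release 113, filtered and normalized the gene counts with Bioconductor packages that the paper's text does not name, and deposited the normalized counts as a signal per gene on a linear scale, with gene symbols. Counts before normalization were not used here. The values are not whole numbers, and only 7.9% to 26.3% of the small values of a library were multiples of its most frequent small value, so whole reads were not recovered and tests made for counts were not run. The approximate depth is 81100000 to 121100000 assigned read pairs in the libraries labelled WT (median 104850000) and 56800000 to 106100000 in those labelled *Elmo1 H/H* (median 88400000). Genes under the minimum are given as values only.

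Values were taken as log2(value + 1). Of the 24020 genes listed, the 17500 with a mean of at least 10 normalized counts over the 11 libraries were tested. Of the 6520 under it, *Il6* and *Il17a* of Fig. S5A were tested with limma only in the alternative without a minimum. Genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), with no covariate because no batch, sex or litter is given per library. Tests are two-sided, p-values were adjusted over all tested genes by the Benjamini-Hochberg method, and the threshold is an adjusted p of 0.05. Exact permutation tests on log2 values used all 462 splits of the 11 libraries into 6 and 5, where the smallest possible p is 0.00216, or all 126 splits of 9 libraries into 5 and 4, where it is 0.00794. Gene lists were tested as sets with camera in limma, with a preset correlation of 0.01 between genes, and adjusted over the lists. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, Pillow 12.0.0 and matplotlib 3.10.9. The procedure was tested on simulated data with 6 and 5 libraries and 200 changed genes among 17434. It called 192 of the 200, all with the right sign, and 14 of the others, and 0 genes when nothing was changed. The simulated genes varied independently with a dispersion of 0.05, while 1 component held 58.8% of the variance of the real genes. The simulation thus checks the procedure and does not give its power or error rate in these data.

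The genes named were set by a rule: every gene that the results text names for RNA-Seq or qRT-PCR, with *Edn1* and *Rac1*, every gene of the 5 heat maps, and of the other genes the 5 largest rises and the 5 largest falls among those past the threshold whose groups do not overlap, with a mean above the median of the tested genes and a symbol that is not a predicted gene. Not every gene of the heat maps is reported singly here. The heat map lists were copied from Fig. 3A, S4A, S5A, S6A and S6B. Lists of cell type markers, of Nrf2 targets, NADPH oxidase subunits, Elmo1 partners, cell cycle genes, genes of the mitochondrial genome and sex chromosome genes were written before the values were seen, and lists of lymphoid aggregate genes and of leukocyte genes after. Gene positions and transcript lengths come from GENCODE M21 on GRCm38, which lists 92.3% of the gene symbols and is older than the annotation the authors used.

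The colours of the 55 columns of the 5 heat maps were matched to the libraries. The heat maps place 2 libraries under the genotype opposite to their label. The main comparison of genes and lists was therefore repeated with the groups of the heat maps and with the 9 other libraries. Both groupings were chosen after the values were seen. Quantile normalization, median-centred libraries and the leave-one-out fits were run as labelled and with the groups of the heat maps only. The added value, the minimum levels, eBayes without the trend, library weights and the replicate block were tried as labelled only. The alternatives set beforehand were an added value of 0.1 in place of 1, no minimum and a minimum mean of 50, libraries centred on their median, quantile normalization, eBayes without the trend, library weights, the replicate number as a block, each library left out in turn, stricter thresholds, adjustment over a list alone, and set tests with an estimated correlation or fry. Sham-operated, contralateral and vitamin B12-treated kidneys, qRT-PCR, histology and plasma measures were not analysed here.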

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

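The tests of exchanged labels, of the splits of the libraries as labelled, of residual blood and of a lower share of tubule alone were chosen only after the result was seen, and so were the lists of lymphoid aggregate genes and of leukocyte genes and the tests of scaling and of tubule loss for the mitochondrial genes. Main choices, the other lists and most alternatives were set before the data were examined.

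For 36 results, the highest and the lowest library of each labelled group were compared with the rest: the gap to the nearest other library, divided by the range of the group, was held against the 95% critical value of Dixon's test. Of the 72 tests 17 passed it, where chance gives 3.6, although the results are not independent since many of these genes change together. The library labelled WT replicate 5 stood apart in 16 of them. Its gap was 0.791 of the range for *Elmo1*, 0.737 for *Gpx3*, 0.740 for *Cat*, 0.767 for *Cybb*, 0.654 for *Sod1*, 0.759 for *Sod2*, 0.769 for *Sod3* and 0.668 for *Tgfb1*. It was 0.656 for *Acads*, 0.736 for *Acadvl*, 0.846 for *Acadm*, 0.684 for *Cpt1a* and 0.740 for *Cpt2*, and for the mean log2 value of a list it was 0.701 for the antioxidant genes, 0.679 for DNA damage and repair and 0.704 for mitochondrial function. The library labelled *Elmo1 H/H* replicate 2 stood apart for *Gpx1*, where it was the highest of its group at 251800 normalized counts, with a gap of 0.746 of the range.

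These are the libraries that the heat maps place under the other genotype. In 2 of 2, *Elmo1* was nearer on the log2 scale to the median of the other genotype's undisputed libraries than to that of its own, but these *Elmo1* values were what raised the doubt about the labels, so they do not test it. An exchange of 2 labels in the deposited table would give such gaps, while an exchange in the heat maps would leave them unexplained, and the 2 cannot be told apart from these values. Depth does not set them apart, since the libraries labelled WT replicate 5 and *Elmo1 H/H* replicate 2 had roughly 89400000 and 106100000 assigned read pairs, inside the range of the other libraries. Leukocytes express *Elmo1*, so its level also follows their share. Relative to the mean log2 of 9 leukocyte genes, *Elmo1* of the library labelled *Elmo1 H/H* replicate 2 was -1.07. The undisputed WT libraries ran from -1.43 to -0.59 and the undisputed *Elmo1 H/H* libraries from -1.72 to -1.28. The library labelled WT replicate 5 was at -1.42, inside both ranges. This measure does not separate the genotypes. A WT kidney and an *Elmo1 H/H* kidney with few leukocytes thus cannot be told apart for the library labelled *Elmo1 H/H* replicate 2. Nor does the measure decide the genotype of the library labelled WT replicate 5. Different degrees of injury in mice of 1 genotype stay open as a biological explanation, which was not tested. As labelled 0 genes passed, so the splits were compared by the genes at an unadjusted p under 0.05, which were 1300. Of 100 splits of the 11 libraries drawn at random with the labelled one among them, 14 gave as many, up to 10310.

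Lists of genes that the paper does not analyse also moved. As labelled, the median log2 fold change was 1.59 for 9 markers of B and plasma cells (camera in limma, adjusted p = 0.00131), 1.30 for 9 markers of T cells (adjusted p = 0.000423), -0.63 for 18 markers of the proximal tubule (adjusted p = 4.88e-06) and -0.66 for 13 genes of the mitochondrial genome (adjusted p = 0.000202). None passed with an estimated correlation between genes (adjusted p = 0.493) or under fry (adjusted p = 0.348), and as labelled 0 genes of these lists passed alone, with 0, 1, 4 and 0 at an unadjusted p under 0.05. In the heat-map grouping the medians were 3.12, 2.50, -1.18 and -0.95 in the same order, with 9 of 9, 9 of 9, 18 of 18 and 12 of 13 genes past the threshold. After quantile normalization there the medians were 3.04, 2.07, -0.53 and -0.15, with 9, 9, 10 and 0 genes past it. All genes of these lists reached the minimum for a test in whole-kidney RNA, which does not show the cells they come from, and none of them is in a heat map.

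For the leukocyte lists, blood left in the kidney is argued against by the 5 red cell markers, whose median log2 fold change was -1.19 in the heat-map grouping. A lower share of proximal tubule alone would raise the markers of all other cell types alike, but the median of the B and plasma cell markers lay 2.46 above that of the podocyte markers. A list of 9 genes of organised lymphoid tissue, written after the rise of the B cell markers was seen, had a median of 2.51 with 9 of 9 past the threshold. The 9 leukocyte genes had one of 2.24, so lymphoid aggregates and a larger share of all leukocytes cannot be told apart for these lists. Which cells carried these transcripts was not measured.

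For the lower antioxidant and mitochondrial genes, the technical tests were made in the heat-map grouping. With quantile normalization 10 of the 11 antioxidant genes stayed past the threshold and with median-centred libraries 11, so the authors' scaling is not the whole cause, although quantile normalization brought their median from -1.08 to -0.56. Of the 20 mitochondrial genes 15 and 20 stayed past it, and quantile normalization brought their median from -0.99 to -0.47. For the mitochondrial genome quantile normalization left 0 of 13 genes, while median-centred libraries kept 12, at a median of -1.03. The result for that list thus depends on the scaling, which stays open as a cause. Quantile normalization gives the most abundant genes of all libraries the same values, and *mt-Co1* was the most abundant gene in most libraries. The loss of these genes under it therefore does not show that the authors' scaling caused their fall. The sums of the normalized counts did not overlap between these groups (97613850 to 122756032 in WT and 76708626 to 92047277 in *Elmo1 H/H*), while the approximate depths did (81100000 to 121100000 and 56800000 to 100700000 read pairs). The median of the antioxidant genes was -0.80 after rescaling each library without its 100 most abundant genes and -1.02 after a trend on transcript length was removed, and that of the mitochondrial genes was -0.71 and -0.88 (the latter over the 18 with a known length), which argues against a few abundant genes and against length bias as the whole cause. Loss of proximal tubule stays open. Taking the mean log2 of the 18 tubule markers off that of the antioxidant genes left a difference of 0.152 between the groups (exact two-sided permutation p = 0.223), against -1.04 before, and for the mitochondrial genes it left 0.228 (exact two-sided permutation p = 0.0866), against -0.96. The libraries form separate clusters, so the relation was examined within the 7 libraries of the larger one: Pearson's r was 0.971 (exact permutation p = 0.000794, adjusted over 2 relations 0.00159) and Spearman's rho 0.929 (exact permutation p = 0.00675) for the antioxidant genes, with r = 0.893 without the 2 libraries farthest from the median. For the mitochondrial genes r was 0.963 (exact permutation p = 0.00159) and rho 0.964 (exact permutation p = 0.00278), with r = 0.984 without those 2. A smaller share of tubule cells may thus account for the fall of both lists, although the size of the fall of the tubule markers depends on the scaling as well. A lower expression within each tubule cell that also lowers the markers would give the same values.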

How the results depend on the processing

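Alternatives that regroup the libraries were chosen after seeing the data; all others were set earlier. Tests for counts (edgeR and DESeq2) were set for the case that whole reads can be recovered, and were not run.

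As labelled, 0 genes passed under the added value of 0.1, both minimum levels, both scalings, eBayes without the trend and the stricter thresholds, with 1155 to 1569 genes at an unadjusted p under 0.05 and a smallest adjusted p between 0.102 and 0.564 (limma). With the replicate number as a block there were also 0 genes, with 2410 at an unadjusted p under 0.05. Across the 5 numbers that both groups share, the correlations between the libraries of a number after centring were 0.146, 0.563, -0.332, -0.015 and 0.709. These differ in sign and show no pairing of the animals by number. With 2 libraries in dispute they cannot exclude one. Each library left out in turn gave 0 to 2 genes: 1 without *Elmo1 H/H* replicate 1 (*Gm13233*), 2 without *Elmo1 H/H* replicate 5 (*Gm45753* and *Il11ra2*) and 1 without WT replicate 1 (*Fgfbp3*), named after their values were seen. The genes at an unadjusted p under 0.05 then ran from 371 (without *Elmo1 H/H* replicate 3) to 5625 (without *Elmo1 H/H* replicate 2). The cause was not tested.

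Library weights gave 9508 genes, a log2 fold change of *Elmo1* of 1.69 (adjusted p = 0.00201, limma), and 16 genes of the redox heat map, 20 of fibrosis, 21 of inflammation, 8 of DNA damage and repair and 20 of mitochondrial function. By construction they give less weight to libraries far from their group, here above all the 2 in dispute. The heat-map grouping gave 9600 genes, *Elmo1* at 1.81, and 15, 19, 21, 7 and 20 genes of these lists. The 9 undisputed libraries gave 7875 genes, *Elmo1* at 1.63, and 13, 18, 18, 6 and 20. With quantile normalization the heat-map grouping gave 9136 genes (43.2% higher in *Elmo1 H/H*), *Elmo1* at 1.69, and 14, 22, 18, 8 and 15, and with median-centred libraries 9791 genes (41.8% higher), *Elmo1* at 1.73, and 15, 19, 21, 8 and 20, against 49.1% higher without rescaling. Quantile normalization moved the median log2 fold change of all genes from 0.016 to -0.085. Each library left out in turn from the heat-map grouping gave 8161 (without the library labelled WT replicate 5) to 10325 genes, *Elmo1* at 1.67 to 2.09, and 14 to 15, 19 to 21, 19 to 23, 7 to 8 and 20 to 20 genes of the lists. As labelled, the same fits gave *Elmo1* at 0.58 to 1.27 and 0 genes of each list.

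The set medians of the antioxidant genes (-0.56), fibrosis (0.63), inflammation (0.71) and mitochondrial function (-0.36) did not pass with an estimated correlation (adjusted p = 0.427) or under fry (adjusted p = 0.334), which allow for genes that vary together. The set of DNA damage and repair did not pass as labelled. Its median was -0.067 with median-centred libraries and 0.28 with library weights (adjusted p = 0.0316, camera). It was 0.17 in the heat-map grouping and 0.19 over the 9 libraries. With median-centred libraries in the heat-map grouping it was 0.088 (adjusted p = 0.0491, camera). With quantile normalization there it was 0.24, for which no test result is given here. As labelled, the median ran from -0.0020 (without *Elmo1 H/H* replicate 5) to 0.12 (without *Elmo1 H/H* replicate 2) across the leave-one-out fits. The set passed without WT replicate 5 (adjusted p = 0.0497, camera). The cause was not tested.

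Some genes near 0 changed direction, none of them past the threshold as labelled. *Havcr1* was -0.030 with median-centred libraries, -0.096 after quantile normalization, and -0.29 to 0.38 across the leave-one-out fits (lowest without *Elmo1 H/H* replicate 4). *Fn1* ran from -0.013 (without *Elmo1 H/H* replicate 4) to 0.64 and *Chek1* from -0.043 (without *Elmo1 H/H* replicate 5) to 0.75. *Col4a1* was 0.10 after quantile normalization, 0.14 with library weights, 0.13 in the heat-map grouping, 0.0070 over the 9 libraries, and 0.68 and 0.047 in the heat-map grouping with quantile normalization and with median-centred libraries. *Rac1* was 0.14 after quantile normalization and 0.27 with it in the heat-map grouping, where it passed as higher (adjusted p = 0.00865, limma). Under that setting *Cxcl1* was -0.19, and *Nfe2l2* was -0.0089 in the heat-map grouping with median-centred libraries. The endothelial markers had a median of -0.039 in the heat-map grouping and -0.12 with median-centred libraries there, and the adipocyte markers one of -0.025, -0.10 with median-centred libraries and -0.41 with quantile normalization. The cause was not tested.

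For the 31 tested genes that the text names, 218 of 248 comparisons under the alternatives set earlier and 334 of 341 leave-one-out fits kept direction and side of the threshold, 25 were stronger and 12 changed direction. Of the 31, 25 became stronger in the heat-map grouping. The 13 marker lists kept both in 107 of 130 comparisons and 115 of 143 leave-one-out fits. *Il6*, under the minimum mean, was tested with limma only without a minimum, where 0 of the 24020 genes passed as labelled.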

Differences from the paper's values

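The use of library weights was set before the data were examined, and the heat-map grouping and the 9 undisputed libraries were chosen after seeing the values. The weights themselves are estimated from these same values. They were lowest for the libraries labelled *Elmo1 H/H* replicate 2 (0.129) and WT replicate 5 (0.217), so they are no independent check.

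For *Elmo1*, the paper's reported value is 2 times the WT level, from qRT-PCR at Fig. 1H, where the kidney is not named. The caption adds that IRI raised *Elmo1* further after 4 months. The ratio of the means here was 1.77 as labelled and 1.44 to 2.81 across the leave-one-out fits, closer to the paper's value than the replicate spread. That spread comes from the *Elmo1 H/H* libraries alone and was 1.05 as labelled. Equal levels in both genotypes would also have lain within it, so this closeness is a weak check. The ratio was 3.73 in the heat-map grouping, more than 1.5 times the paper's value, and 3.33 over the 9 libraries.

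The paper states a significant change of redox genes, higher fibrosis genes, higher *Tnf*, higher DNA repair genes and lower mitochondrial genes in *Elmo1 H/H* kidneys. As labelled, 0 of the 17, 22, 19 and 20 genes of these heat maps had an adjusted p under 0.05, with 1, 0, 3 and 0 at an unadjusted p under 0.05, and *Tnf* had one of 0.564 (limma). With library weights *Cat*, *Gpx1*, *Gpx3*, *Ptgs2*, *Cybb*, *Ucp2*, *Tgfb1*, *Col1a1*, *Fn1*, *Vim*, *Tnf*, *Lig1*, *Brca1*, *Chek1* and all 20 mitochondrial genes passed (limma), and the same genes passed in the heat-map grouping, chosen after seeing the values. Over the 9 libraries, also chosen after seeing the values, *Gpx3*, *Ptgs2*, *Fn1* and *Chek1* did not pass over all genes, while *Ptgs2* and *Fn1* passed adjusted over their list alone. *Ptgs2* passed in 4 of the 11 fits of the heat-map grouping that each left out 1 library. In the heat-map grouping with quantile normalization *Gpx3*, *Ptgs2*, *Chek1* and 5 of the mitochondrial genes did not pass, and with median-centred libraries all of these genes did.

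The heat maps place the library labelled *Elmo1 H/H* replicate 2 with WT and the library labelled WT replicate 5 with *Elmo1 H/H*. The labels give the opposite.

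The paper lists *Col4a1* among the genes that rise, citing Fig. S4, which also shows contralateral kidneys by qRT-PCR. *Col4a1* has qRT-PCR primers in the supplement and is not in the heat map of Fig. S4A, so the statement may refer to those kidneys. In the affected kidneys the log2 fold change of *Col4a1* was -0.13 as labelled (limma adjusted p = 0.739) and 0.13 in the heat-map grouping (limma adjusted p = 0.509). It passed in 1 setting, the heat-map grouping with quantile normalization, at 0.68 (limma adjusted p = 0.0139), chosen after seeing the values.

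The paper gives *Il6* as elevated, citing Fig. S5, which also shows contralateral kidneys by qRT-PCR. In the affected kidneys *Il6* was under the minimum mean, between 0 and 10.4 normalized counts. Without a minimum, 0 of the 24020 genes passed as labelled, *Il6* among those tested. Its unadjusted exact two-sided permutation p was 0.357 as labelled and 0.0476 in the heat-map grouping, chosen after seeing the values, and the genotypes overlapped in both.

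The paper gives *Tlr4* as suppressed and *Ccl2* and *Cxcl1* as reduced, citing Fig. S5, which also shows contralateral kidneys. In the affected kidneys *Tlr4* rose by 0.70 on the log2 scale as labelled and by 1.04 in the heat-map grouping, *Ccl2* by 0.39 and 1.14, and *Cxcl1* by 0.38 and 0.42. Of these, *Tlr4* passed, in the higher direction, with library weights (1.09) and in each regrouping chosen after seeing the values, and so did *Ccl2* in the heat-map grouping, chosen after seeing the values, when adjusted over the list alone (adjusted p = 0.0460, limma) and in 3 of the 11 fits that each left out 1 library. *Cxcl1* passed in none of the settings in which it was tested and was lower in 1 setting, at -0.19 in the heat-map grouping with quantile normalization (limma adjusted p = 0.681).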

Other observations

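The test that removes a trend on transcript length was chosen only after the correlations with length were seen. The splits of the heat-map grouping were set before their result was seen, and the grouping itself after seeing the data.

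The first principal component of the tested genes held 58.8% of the variance and the second 11.4%. On the first, the libraries labelled *Elmo1 H/H* replicates 3, 4 and 5 and WT replicate 5 lay between 68.2 and 104.8, and the 7 other libraries between -92.2 and -5. The library labelled *Elmo1 H/H* replicate 1, which the heat maps also place with *Elmo1 H/H*, lay at -5.0 and correlated most closely with the library labelled WT replicate 1 (0.983), and its *Elmo1* was 1134 normalized counts, above the undisputed WT libraries, which reach 829.1. Of 100 splits of the 11 libraries drawn at random with the real one among them, 1 gave as many genes as the 9600 of the heat-map grouping. The highest number from another split was 8948, with the library labelled WT replicate 1 moved to the other side, so splits that differ little from this one come close, and the number of genes alone does not choose between them.

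On the second component the library labelled *Elmo1 H/H* replicate 2 lay at -61.6 and that labelled *Elmo1 H/H* replicate 3 at -51.5, and the others between -19.3 and 32.0. Across 16521 genes with a known transcript length (94.4% of those tested), the deviation of *Elmo1 H/H* replicate 2 from the median library had a Spearman correlation of -0.198 with length, outside the range of the other libraries (-0.147 to 0.146). Genes are not independent replicates. For *Elmo1 H/H* replicate 3, beside it on the component, the correlation was 0. After a trend on length was removed from each library, *Elmo1 H/H* replicate 2 lay at -58.4 on the second component, against -59.3 before on the same genes, and the 9 libraries other than *Elmo1 H/H* replicates 2 and 3 lay between -18.4 and 29.8 (SD 17). This argues against a bias by transcript length as the whole cause of its place, and 0.897 to 0.983 of correlation between any 2 libraries leaves no column as a copy of another. No biological explanation was tested for it.

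The 5 largest rises in the heat-map grouping by the rule for named genes were all immunoglobulin variable genes: *Ighv1-53* (4.46 on the log2 scale), *Igkv4-55* (4.27), *Igkv4-57-1* (4.23), *Ighv1-55* (4.18) and *Igkv19-93* (3.98). Such genes resemble each other, so that reads can be shared between them, and the division among them is uncertain. The 5 largest falls were *Tmt1a2* (-2.19), *S100g* (-2.13), *Calb1* (-1.80), *Ugt2b38* (-1.73) and *Mep1b* (-1.68). As labelled no gene qualified.

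The other lists, with the median log2 fold change as labelled and in the heat-map grouping, were as follows. Tubule segments beyond the proximal one gave -0.36 and -0.76 (loop and distal tubule, 9 genes) and -0.26 and -0.56 (collecting duct, 9 genes). Podocyte markers gave 0.27 and 0.66 (9 genes), endothelial markers 0.15 and -0.039 (9 genes), macrophage markers 1.04 and 1.86 (11 genes) and fibroblast markers 0.73 and 1.82 (9 genes). Markers of injured tubule gave 0.32 and 0.80 (10 genes, of which *Spp1* is also in Fig. S4A), urothelium 0.57 and 0.80 (6 genes), adipocytes 0.75 and -0.025 (7 genes), adrenal cortex 0.52 and 0.85 (2 tested of 6 listed) and red cells -0.57 and -1.19 (5 genes). The NADPH oxidase genes gave 0.42 and 0.77 (10 tested of 11 listed, with *Cybb* also in Fig. 3A), the Elmo1 partners 0.18 and 0.36 (9 genes, *Elmo1* itself included, of which *Rac1* and *Rac2* are also in the NADPH oxidase list) and the leukocyte genes 1.16 and 2.24. Lymphoid aggregate genes gave 1.29 as labelled. Past the threshold in the heat-map grouping were 6 of 9 for loop and distal tubule, 3 of 9 for collecting duct, 8 of 9 for podocytes, 2 of 9 for endothelium, 9 of 9 for fibroblasts, 5 of 10 for injured tubule, 4 of 6 for urothelium, 0 of 7 for adipocytes, 0 of 2 for adrenal cortex, 4 of 5 for red cells, 7 of 10 for NADPH oxidase and 6 of 9 for the Elmo1 partners. As labelled 0 genes of any of these lists passed.

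Single libraries moved many of these medians. As labelled, loop and distal tubule ran from -0.53 (without WT replicate 5) to -0.18 (without *Elmo1 H/H* replicate 5), collecting duct from -0.40 (without WT replicate 5) to -0.074 (without *Elmo1 H/H* replicate 4), podocytes from 0.13 (without *Elmo1 H/H* replicate 5) to 0.45 (without *Elmo1 H/H* replicate 2), endothelium from 0.059 (without *Elmo1 H/H* replicate 2) to 0.18 (without *Elmo1 H/H* replicate 4), fibroblasts from 0.40 (without *Elmo1 H/H* replicate 4) to 1.21 (without *Elmo1 H/H* replicate 2), injured tubule from 0.16 (without *Elmo1 H/H* replicate 3) to 0.55 (without *Elmo1 H/H* replicate 2), urothelium from 0.34 (without *Elmo1 H/H* replicate 3) to 0.81 (without *Elmo1 H/H* replicate 2), adipocytes from 0.34 (without *Elmo1 H/H* replicate 3) to 1.36 (without WT replicate 4) and red cells from -0.93 (without *Elmo1 H/H* replicate 2) to -0.24 (without *Elmo1 H/H* replicate 1). The heat-map grouping gave -0.11 (without *Elmo1 H/H* replicate 3) to 0.066 (without *Elmo1 H/H* replicate 2) for endothelium and -0.52 (without *Elmo1 H/H* replicate 5) to 0.53 (without WT replicate 4) for adipocytes. With quantile normalization in that grouping, loop and distal tubule had a median of -0.41 with 4 genes past the threshold, endothelium 0.12 with 3, urothelium 0.23 with 1, adrenal cortex 0.13 with 0, adipocytes -0.41 with 0 and red cells -0.78 with 2.

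The superoxide dismutase genes and *Havcr1*, the gene of Kim1, which the paper measured by qRT-PCR, were also read in the affected kidneys, as were *Edn1*, the gene of the endothelin 1 that the paper measured in plasma, and *Rac1*, the GTPase gene downstream of Elmo1. *Sod1* changed by -0.39 as labelled and -0.99 in the heat-map grouping, *Sod2* by -0.60 and -1.08, and *Sod3* by -0.64 and -1.06, each past the threshold in the second grouping alone (limma adjusted p = 0.00101, 0.000797 and 0.000919). *Edn1* changed by 0.44 and 0.99 (limma adjusted p = 0.594 and 0.00265), *Havcr1* by 0.059 and 0.57 (limma adjusted p = 0.970 and 0.362), and *Rac1* by -0.028 and -0.14 (limma adjusted p = 0.901 and 0.116), while *Rac1* was 0.27 higher in the heat-map grouping after quantile normalization (limma adjusted p = 0.00865). As labelled *Sod1* ran from -0.66 (without *Elmo1 H/H* replicate 2) to -0.26 (without *Elmo1 H/H* replicate 5) and *Edn1* from 0.21 (without *Elmo1 H/H* replicate 3) to 0.73 (without *Elmo1 H/H* replicate 2) across the leave-one-out fits, and *Havcr1* from -0.29 (without *Elmo1 H/H* replicate 4) to 0.38 (without *Elmo1 H/H* replicate 1). Whether affected and contralateral kidneys differ in these changes was not tested.

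The 4 Y-linked genes tested lay between 2458 and 6698 normalized counts in all 11 libraries, with median log2 fold changes of 0.051 and -0.050 between the genotypes (from 0.011 (without *Elmo1 H/H* replicate 2) to 0.088 (without *Elmo1 H/H* replicate 3) and from -0.081 (without *Elmo1 H/H* replicate 5) to -0.017 (without *Elmo1 H/H* replicate 2) with 1 library left out), so every library holds RNA of a kidney with a Y chromosome.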
